# The Germ Cell Determinant Blimp1 Is Not Required for Derivation of Pluripotent Stem Cells

**DOI:** 10.1016/j.stem.2012.02.023

**Published:** 2012-07-06

**Authors:** Siqin Bao, Harry G. Leitch, Astrid Gillich, Jennifer Nichols, Fuchou Tang, Shinseog Kim, Caroline Lee, Thomas Zwaka, Xihe Li, M. Azim Surani

## Abstract

Blimp1 (Prdm1), the key determinant of primordial germ cells (PGCs), plays a combinatorial role with Prdm14 during PGC specification from postimplantation epiblast cells. They together initiate epigenetic reprogramming in early germ cells toward an underlying pluripotent state, which is equivalent to embryonic stem cells (ESCs). Whereas Prdm14 alone can promote reprogramming and is important for the propagation of the pluripotent state, it is not known whether Blimp1 is similarly involved. By using a genetic approach, we demonstrate that Blimp1 is dispensable for the derivation and maintenance of ESCs and postimplantation epiblast stem cells (epiSCs). Notably, Blimp1 is also dispensable for reprogramming epiSCs to ESCs. Thus, although Blimp1 is obligatory for PGC specification, it is not required for the reversion of epiSCs to ESCs and for their maintenance thereafter. This study suggests that reprogramming, including that of somatic cells to ESCs, may not entail an obligatory route through a Blimp1-positive PGC-like state.

## Introduction

Expression of Blimp1, the key regulator of PGC specification, is obligatory for the establishment of the germ cell lineage in mice (Ohinata et al., 2005; Vincent et al., 2005). Blimp1 expression is first detected in a few proximal postimplantation epiblast cells at embryonic day (E) 6.25, which results in 30–40 founder PGCs at E7.5 (Ohinata et al., 2005; Vincent et al., 2005). Blimp1 together with Prdm14 plays a critical role in early germ cells as they induce repression of the somatic program, initiation of PGC program-coupled epigenetic reprogramming, and re-expression of pluripotency genes (Ohinata et al., 2005; Yamaji et al., 2008). Thus, although PGCs are unipotent, they have an epigenetic state and other properties, such as active X chromosomes in female PGCs, which resemble key features of the inner cell mass (ICM) of blastocysts and ESCs. The reversion and reprogramming of postimplantation epiblasts and epiSCs to reverted ESC-like cells (henceforth called rESCs) is accompanied by similar epigenetic changes to those seen during PGC specification and early germ cells (Hajkova et al., 2008; Surani et al., 2007; Bao et al., 2009).

Recent studies have shown that Prdm14 has a role in the maintenance of mouse ESCs partly through the repression of differentiation (Ma et al., 2011), and it is also obligatory for the persistence of pluripotency in human ESCs (Chia et al., 2010). Furthermore, Prdm14 enhances epigenetic reprogramming of human and mouse somatic cells to induced pluripotent stem cells (iPSCs) (Chia et al., 2010; Nagamatsu et al., 2011). Prdm14 acts in conjunction with Blimp1 to induce epigenetic reprogramming in PGCs and early germ cells (Yamaji et al., 2008), suggesting that they play a combinatorial role in the germ cell lineage. This, together with other observations, has led to a notion that reprogramming in other contexts, including that of somatic cells to a ground state of pluripotency seen in ESCs, might entail a transition through a PGC-like state (Zwaka and Thomson, 2005; Nichols and Smith, 2011; Nagamatsu et al., 2011; Chu et al., 2011).

EpiSCs, which are derived from postimplantation epiblast cells, inherit some of the key properties from them, including an inactive X chromosome in female cells, which differ in many other respects too, including their epigenetic state compared to the ESCs derived from the ICM of blastocysts (Tesar et al., 2007; Brons et al., 2007). Furthermore, epiSCs gain additional DNA methylation at some loci, such as stella (*Dppa3*) and Rex1, during their derivation from epiblast cells (Bao et al., 2009). We showed previously that some epiSCs can undergo PGC specification after expression of Blimp1 and Prdm14 accompanied by appropriate epigenetic reprogramming, consistent with observations on PGCs in vivo (Hayashi and Surani, 2009). Furthermore, the reversion of epiSCs to rESCs in response to leukaemia inhibitory factor (LIF)-Stat3 is similarly accompanied by epigenetic reprogramming, X reactivation, re-expression of pluripotency genes, DNA demethylation, and repression of somatic genes (Bao et al., 2009; Hanna et al., 2009; Yang et al., 2010; Greber et al., 2010). Thus, there are some key shared features of epigenetic reprogramming of epiSCs during PGC specification and during reversion to rESCs.

We previously excluded a possibility that rESCs may be derived from dedifferentiating PGCs (Bao et al., 2009). However, further evidence is required to exclude this likelihood unequivocally, and particularly also a possibility that the reversion of epiSCs to rESCs could involve a transition through a PGC-like state, especially as they share some key features of epigenetic reprogramming. If so, we would anticipate a key role for Blimp1 during the reversion of epiSCs to rESCs and possibly in other instances of reprogramming of somatic cells to iPSCs in vitro. Note that Blimp1 is at the same time also essential for differentiation of some somatic cells later during embryogenesis (Robertson et al., 2007).

In this study we investigated whether Blimp1 is required for the generation and maintenance of the ESC state. Our study shows that whereas Blimp1 is obligatory for PGC specification, it is dispensable during the derivation of ESCs and epiSCs, as well as during the reversion of epiSCs to ESCs and their long-term maintenance thereafter as self-renewing pluripotent stem cells. *Blimp1*^−/−^ ESCs are also capable of differentiating into somatic cells in chimeras, and development as early postimplantation embryos in tetraploid rescue experiments, but they cannot give rise to the germ cell lineage.

## Results and Discussion

### Assessment of the Requirement of Blimp1 for ESC Derivation

First, we set out to test whether Blimp1 is essential for the establishment of ESCs. To do so, we intercrossed mice heterozygous for a Blimp1 mutant allele (Ohinata et al., 2005) and retrieved 8-cell stage embryos. These embryos were cultured in medium supplemented with the small molecules PD0325901 and Chir99021 (2i) to inhibit the protein kinase (Erk1/2) cascade and glycogen synthase kinase, respectively (Nichols et al., 2009; Ying et al., 2008). After 3 days, all embryos formed expanded blastocysts and hatched from the zona pellucida. The ICMs were isolated from expanded blastocysts by immunosurgery and transferred to 2i medium supplemented with LIF. The outer trophectoderm cells from individual embryos were retained and used to genotype the respective epiblast. We found 8/40 embryos to be null for Blimp1 by trophectoderm genotyping (Figure 1A). These epiblasts were allowed to grow for a further 4 days and primary colonies were expanded as ESC lines. Lines were established from 7/8 embryos and each line was regenotyped, which confirmed that 6/7 ESC lines were null for Blimp1 (Figure 1A). In a separate experiment, an ESC line was established from each of 10 embryos, and one of these was shown to be null for Blimp1 (Table S1 available online). These experiments show that it is possible to derive ESC lines directly from *Blimp1*^−/−^ blastocysts. Note that the 2i conditions are not essential for the establishment of ESCs as shown by the fact that reversion of epiSCs to rESCs occurred efficiently under classical culture conditions with LIF and fetal calf serum (see later).

To test whether the Blimp1-null ESCs are in any way compromised, we tested their colony-forming ability at the single cell level. In this case, we obtained 11 embryos at E4.5 by crossing *Blimp1*^+/−^ heterozygous mice and repeated the procedure for ESC derivation described above, except that the ICM from each embryo was dissociated into single cells and then dispersed onto a feeder layer in a 48-well culture dish. The colonies in each of the wells were counted after 5 days. Two embryos, which had small ICMs, produced no colonies. Cells from the remaining 9 ICMs produced between 1 and 11 colonies (Figure 1B), consistent with previous findings (Nichols et al., 2009). Individual colonies were picked and multiple ESC lines were established from each embryo, with the exception of embryo 10, which produced only one primary colony. Each ESC line was genotyped for Blimp1 and in every case lines derived from the same embryo were of the same genotype (data not shown). For example, all 4 ESC lines from embryo 5, which produced 11 primary colonies, were Blimp1 null (Figure 1B), which is comparable with the maximum efficiency reported previously (Nichols et al., 2009). This demonstrates that the derivation of ESCs from Blimp1 mutant embryos occurs efficiently and is not detectably compromised. Indeed, from 3 independent ESC derivation experiments, we have obtained a total of 11 separate Blimp1-null ESC lines from 9 Blimp1-null blastocysts. Blimp1-null ESCs, as well as control heterozygous and wild-type lines, were immunoreactive for the key pluripotency transcription factors Oct4 and Nanog (Figure 1C).

Next, we carried out a functional test on *Blimp1*^−/−^ ESCs by examining whether they can participate in forming chimeric adult mice by injecting them into wild-type host blastocysts. We observed extensive contribution of *Blimp1*^−/−^ ESCs as judged by their contribution to coat color. However, as expected, we did not observe germline transmission in the absence of Blimp1 (Figure 1D; Table S2). We had similar results with rESCs (see later). We conclude that pluripotent ESCs can be established efficiently from embryos with homozygous genetic deletion of Blimp1. We do not rule out that ESC derivation by alternative strategies or from particular mouse strains may require Blimp1 activity. The ESC lines established here were of a mixed, predominantly C57BL/6 and CBA, genetic background; Blimp1-null ESCs of the permissive 129 homozygous genetic background are phenotypically similar to that of the mixed genetic background (data not shown). All these ESC lines are indistinguishable from wild-type ESCs in culture. We have maintained *Blimp1*^−/−^ ESCs for more than 30 passages both in 2i/LIF conditions as well as in conventional cultures with fetal calf serum (FCS) and LIF (with or without feeders) for more than 15 passages without detectable effects on the properties of these ESCs.

### Derivation of EpiSCs from *Blimp1*^−/−^ Postimplantation Epiblast Cells

We next asked whether it is possible to derive epiSC lines from *Blimp1*^−/−^ postimplantation epiblast cells. For this purpose, we used established *Blimp1*^−/−^ ESC lines (129 background) and injected them into wild-type tetraploid host blastocysts, which contribute almost exclusively to extraembryonic tissues, including the visceral endoderm, while the donor ESCs contribute to the embryo proper (Nagy et al., 2003).

Twelve embryos were isolated at E6.5 for the derivation of epiSCs (Figure 2A). The epiblast tissue was dissected to remove the most proximal region and the outer visceral endoderm (Figure 2B). The resulting cells were cultured in Activin A and bFGF in a chemically defined serum replacement medium (henceforth called CDM) on mouse embryonic fibroblasts feeders (MEFs) as described previously (Bao et al., 2009). After 4–7 days, we detected large colonies in 10/12 cultures with many alkaline phosphatase (AP)-positive cells (Figures 2C and 2D). We propagated these epiSC colonies in CDM by collagenase treatment without detectable morphological changes for at least 20 passages. Notably, we obtained similar epiSC lines both from the inbred 129 and mixed genetic background. Both wild-type and Blimp1-null epiSCs showed a similar morphology and could be maintained in culture thereafter (Figures 2G and 2H).

### Investigation of the Requirement of Blimp1 for Reversion of EpiSCs to rESCs

After establishment of 10 *Blimp1*^−/−^ epiSC lines, we tested their ability to undergo reversion to rESCs by transferring them to medium containing LIF and FCS as described previously (Bao et al., 2009). After 12–30 days in culture, we started to detect clusters of cells with a different morphology from the original epiSCs. Subsequent culture of these cells was carried out after disruption of the developing colonies by treatment with trypsin, which is detrimental to the remaining epiSCs but promotes propagation of ESC-like cells. With further passaging, we established multiple Blimp1-null rESC lines (4/10) (Figures 2E and 2F). We also derived *Blimp1*^−/−^ epiSCs from *Blimp1*^+/−^ heterozygous intercrosses (Figures S1A and S1B). These too readily reverted to give rESC lines, and notably the dynamics of reprogramming was indistinguishable when compared with reversion of epiSCs derived from Blimp1 heterozygous littermate (Figure S1C).

Next we analyzed the gene expression profile of *Blimp1*^−/−^ ESCs, epiSCs, rESCs, and heterozygous control lines by quantitative RT-PCR (qRT-PCR). All lines expressed the pluripotency factors Oct4 and Nanog (Figure 2I). EpiSC lines expressed low levels of Klf2 and Klf4 and high levels of Fgf5 and Foxa2 (Figure 2I). In contrast, rESCs displayed a gene expression pattern indistinguishable from ESCs, indicating successful reprogramming. There was no obvious effect of loss of Blimp1 on the gene expression profile of epiSCs, ESCs, or rESCs (Figure 2I). Female Blimp1-null epiSCs also exhibited nuclear H3K27me3 foci, which is lost upon reversion to rESCs, consistent with the reactivation of the inactive X chromosome that occurs as efficiently in the absence of Blimp1 (Figure S1D).

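RNA from 23 samples was hybridized to Illumina Mouse WG-6 v2.0 Expression BeadChips, which measure each transcript with beads that carry 1 probe sequence. The samples were 6 ESC lines in serum with LIF, the same 6 lines in 2i/LIF, 5 epiSC lines, 5 rESC lines and 1 preparation of mouse embryonic fibroblasts (MEFs), the cell type used as feeders. 2i/LIF is N2B27 medium that holds the MEK inhibitor PD0325901 (1 µM) and the GSK3 inhibitor CHIR99021 (3 µM) with LIF, and the paper lists no serum in it. The heterozygous ESC lines were PAN1, PUM3 and CHE4, and the Blimp1-null ESC lines were JAG1, JAG2 and B12. The heterozygous epiSC lines were BL3, BL4 and BL7 and the null lines BL2 and BL6. The rESCs came from the heterozygous lines BL3 and BL7 and from the null lines J2.3, BL2 and BL6. Each line had 1 array per state, so that n counts lines within a state, while over all states n counts arrays, with most lines present more than once. The deposited signals are mean bead intensities on a linear scale, neither background-subtracted nor normalized between arrays, and each has a detection p-value against the negative-control probes of its array. At a detection p under 0.01, 12781 to 14113 probes were detected in ESCs in serum (median 13049), 12657 to 13689 in 2i/LIF (median 13166), 12655 to 14599 in epiSCs (median 13421), 12197 to 13809 in rESCs (median 13082) and 12471 in MEFs. The median signal of an array lay between 68.9 and 107. The number of arrays limits the precision. For each comparison, the signals of its arrays were background-corrected and quantile-normalized with limma's neqc function (offset 16), and they are given in log2 units. limma tested the probes detected in at least as many arrays as the smaller group holds, and a probe was called at an adjusted p under 0.01. Where a probe was detected on no array of the dimmer group, the fold is a lower bound. It sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the lowest signal among detected probes or of the probe's own signal if that is higher. Where a probe was detected on only some arrays of the dimmer group, the fitted change is given, and its size depends on signals near background. Gene lists were tested with limma's camera function at a preset correlation of 0.01 and again with an estimated one. The p-values of camera are adjusted over the 18 lists.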

Next we investigated the transcriptome of Blimp1-null pluripotent stem cells by microarray analysis. 

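No gene of the naive ESC list passed the test between rESCs and ESCs grown in serum. Klf2, a Krüppel-like factor of the naive network, had a log2 level of 10.61 ± 0.56 in rESCs (SD, n = 5 lines) and 10.00 ± 0.41 in ESCs (SD, n = 6 lines), with an adjusted p of 0.17 from limma. The log2 change of Zfp42, also known as Rex1, was 1.75 and did not pass the test (adjusted p = 0.055). Of 18 naive ESC genes tested, 0 passed the threshold over all probes and 1, Gbx2, was higher when adjusted over the list alone. In the whole comparison, 26 of 13495 probes passed, 7 of them higher in rESCs and 19 lower, and they name 21 genes. At an unadjusted p under 0.05 in limma there were 3539 probes, where chance alone gives 675, so that more probes may differ than the 26. The Y-linked gene Eif2s3y was detected in 3 of 5 rESC lines and 1 of 6 ESC lines in serum. The Y-linked genes Kdm5d and Uty were detected in neither group. The sex of the lines may thus differ between the groups, and the fit did not take it into account. Mgp, which encodes the matrix Gla protein, fell by 2.28 on the log2 scale in rESCs (adjusted p = 0.0011 from limma). The lysozyme genes Lyz1 and Lyz2 fell by 3.06 and by 3.02 (adjusted p = 0.0058 and 0.0032). The call of Lyz1 ended without any 1 array except the J2.3 rESCs and the PAN1 and B12 ESCs (adjusted p up to 0.022), and that of Lyz2 without the BL3, BL7 or BL6 rESCs or the CHE4, JAG1 or JAG2 ESCs (adjusted p up to 0.016). Net of the signal in 2i/LIF, the signal of Lyz1, Lyz2 and Mgp in ESCs in serum was 26.5%, 22.2% and 21.2% of that on the MEF array. These were among the highest shares of 44 probes bright in MEFs and not detected in 2i/LIF, whose median was 3.49%. The chemokine gene Ccl4 was at least 1.68-fold lower (adjusted p = 0.0011). The endoderm regulator Gata6 had a log2 change of -1.33 (adjusted p = 0.0032) and was the 1 primitive endoderm gene of 8 that passed, against 2 lower when adjusted over the list alone. As a set, primitive endoderm genes were lower (median log2 change -0.66, camera adjusted p = 0.0049, and adjusted p = 0.37 with an estimated correlation). No FGF-ERK response gene of 10 passed over all probes, and 3 were higher when adjusted over the list alone, with a median log2 change of 0.81 (camera adjusted p = 0.017, and adjusted p = 0.41 with an estimated correlation). Fibroblast genes had a median log2 change of 0.17 and 0 of 16 passed. Without the BL3 rESCs this median was 0.31, with an unadjusted p of 0.0058 from cameraPR. The median level of the fibroblast genes was 7.08 in the J2.3 rESCs, 5.62 to 6.19 in the other rESC lines and 5.54 to 5.93 in ESCs in serum.

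Over all probes, the correlation of an rESC array with an ESC array in serum had a median r of 0.969 (0.955 to 0.988, 30 pairs). With an epiSC array it was 0.945 (0.921 to 0.973, 25 pairs), and between ESCs in serum and epiSCs it was 0.932 (30 pairs). These correlations run across genes, which are not independent replicates. Average-linkage clustering on 1 minus r, read at 4 groups, placed the 5 rESC and 6 serum ESC arrays in a group of 11, the 6 arrays in 2i/LIF in another, the 5 epiSC arrays in another and the MEF array alone. Within the group of 11, the nearest neighbour of the B12 ESCs was the BL7 rESC array (height 0.0115), and PUM3 ESCs and BL2 rESCs joined at 0.0197. The J2.3 rESCs joined this group last (0.0363), and the BL6 epiSCs joined the epiSCs last (0.0273). The count of 26 was 92 without the J2.3 rESCs, 494 without the B12 ESCs and 3 to 12 without any other 1 array, and the call of Gata6 ended without 5 of the 11 arrays (BL3, BL7 or BL2 rESCs, CHE4 or JAG1 ESCs), with an adjusted p of up to 0.018, and also with no filter on dim probes. The count was 412 with all 22 pluripotent arrays normalized and fitted together, 5 with no filter on dim probes and 9 with genotype as a covariate.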

The rESC and ESC lines clustered together, indicating successful transcriptional reprogramming during the reversion process and were clearly distinct from epiSCs (Figure 2J). 

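Genes of the naive network were higher in rESCs than in epiSCs, and genes of the post-implantation epiblast were lower. Esrrb, an orphan nuclear receptor of the naive network (probe ILMN_1228497, chromosome 12 from 86361117 to 86521628 of GRCm38), had a log2 level of 12.01 ± 0.49 in rESCs (SD, n = 5 lines) and 6.99 ± 2.42 in epiSCs (SD, n = 5), a log2 change of 5.01 (standard error 0.92, adjusted p = 0.0014 from limma), and every rESC array lay above every epiSC array. Klf2 (chromosome 8 from 72319062 to 72321654) rose by 4.07 (adjusted p = 2.2e-04), Klf4 by 2.98 (adjusted p = 7.2e-05) and Zfp42 by 4.78 (adjusted p = 0.0011). In total 15 of 18 naive ESC genes were higher, 0 were lower and 3 did not pass, the same numbers when adjusted over the list alone. Their median log2 change was 2.78 (camera adjusted p = 2.6e-07, and adjusted p = 0.26 with an estimated correlation). The naive genes were not equally low in all epiSC lines: Esrrb was at 10.74 in the BL6 epiSCs, and 18 of 19 naive genes were detected there against 8, 8, 9 and 15 in BL2, BL4, BL3 and BL7.

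Fgf5, a growth factor of the epiblast (chromosome 5 from 98254184 to 98277033), fell by 2.86 from 8.28 ± 0.51 in epiSCs to 5.43 ± 0.44 in rESCs (SD, n = 5 each, limma adjusted p = 2.0e-05). The homeobox gene Lhx1 was at least 4.80-fold lower (adjusted p = 7.8e-07), Foxa2 at least 1.73-fold lower (adjusted p = 0.0016), and Fgf8 fell by 2.79 (adjusted p = 5.4e-05). Of 14 epiblast and epiSC genes, 10 were lower and 0 higher, also when adjusted over the list alone (median log2 change -1.61, or -1.31 with undetected genes at their bound, camera adjusted p = 8.9e-06, and adjusted p = 0.16 with an estimated correlation). Of 11 core pluripotency genes, 5 were higher and 6 did not pass (6 higher when adjusted over the list alone, camera adjusted p = 0.024, and adjusted p = 0.26 with an estimated correlation). The unadjusted p of this list from cameraPR was 0.0080, and it was 0.014 without the BL3 rESCs, 0.031 without the BL6 rESCs, 0.011 without the BL2 epiSCs and 0.012 with no filter on dim probes. Dppa4 rose by 5.20 and Utf1 by 2.75, whereas Pou5f1, which encodes Oct4, had a log2 change of 0.77 (adjusted p = 0.013) and Nanog one of 0.40 (adjusted p = 0.38). Pou5f1 passed without background correction, with all 22 pluripotent arrays fitted together, with an intensity trend in the prior, and without the J2.3 rESCs.

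Of 13 primordial germ cell genes, 7 were higher in rESCs and 1 was lower (9 and 1 when adjusted over the list alone, camera adjusted p = 0.0030, and adjusted p = 0.26 with an estimated correlation). Prdm14 rose by 2.06, Tfap2c by 1.89 and Dppa3 by 2.59, and the Tudor domain gene Tdrkh fell by 2.45. Naive ESCs also express the first 3 of these genes, and Prdm14 and Dppa3 are in the naive list too. The call of Dppa3 ended with no filter on dim probes and in the fit restricted to the 4 lines with both states. Of 9 LIF-STAT3 response genes 4 were higher, among them Tfcp2l1 (3.68) and Klf5 (2.37), and the count was 4 when adjusted over the list alone (camera adjusted p = 0.0088, and adjusted p = 0.26 with an estimated correlation). Of 11 imprinted genes 6 were lower and 0 higher (8 lower when adjusted over the list alone, camera adjusted p = 0.0088, and adjusted p = 0.20 with an estimated correlation). Nnat fell by 3.61 and the growth factor receptor adaptor gene Grb10 by 3.15. In the DNA methylation list 2 of 6 genes were higher, the methyltransferase cofactor gene Dnmt3l (5.28) and the hydroxylase gene Tet1 (2.38), and 2 when adjusted over the list alone. Of 11 FGF-ERK response genes 4 were higher, such as Etv4 (2.18), and 0 lower (4 and 1 when adjusted over the list alone, camera adjusted p = 0.054). Without the BL7 rESCs the unadjusted p of this list from cameraPR was 0.0087. Fibroblast genes went both ways, with 3 of 15 higher and 1 lower, also when adjusted over the list alone, a median log2 change of 0.64 and a camera adjusted p of 0.10. The J2.3 rESCs had the highest fibroblast levels of the 10 arrays.

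In all, 3108 of 13418 probes passed an adjusted p of 0.01 in limma, 1429 higher and 1679 lower in rESCs, and 1670 of them changed more than 2-fold. They name 2244 genes. Among the largest falls were the growth factor genes Ptn, at least 22.2-fold lower, and Shh, at least 8.80-fold lower, and Igfbp5, which fell by 5.48. Without the BL6 epiSCs and the J2.3 rESCs, an alternative added after the data were seen, the count was 3990. With the cell line as a block over the 4 lines with both states it was 2532, against 2735 over the same lines without the block.

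**Figure D1:**
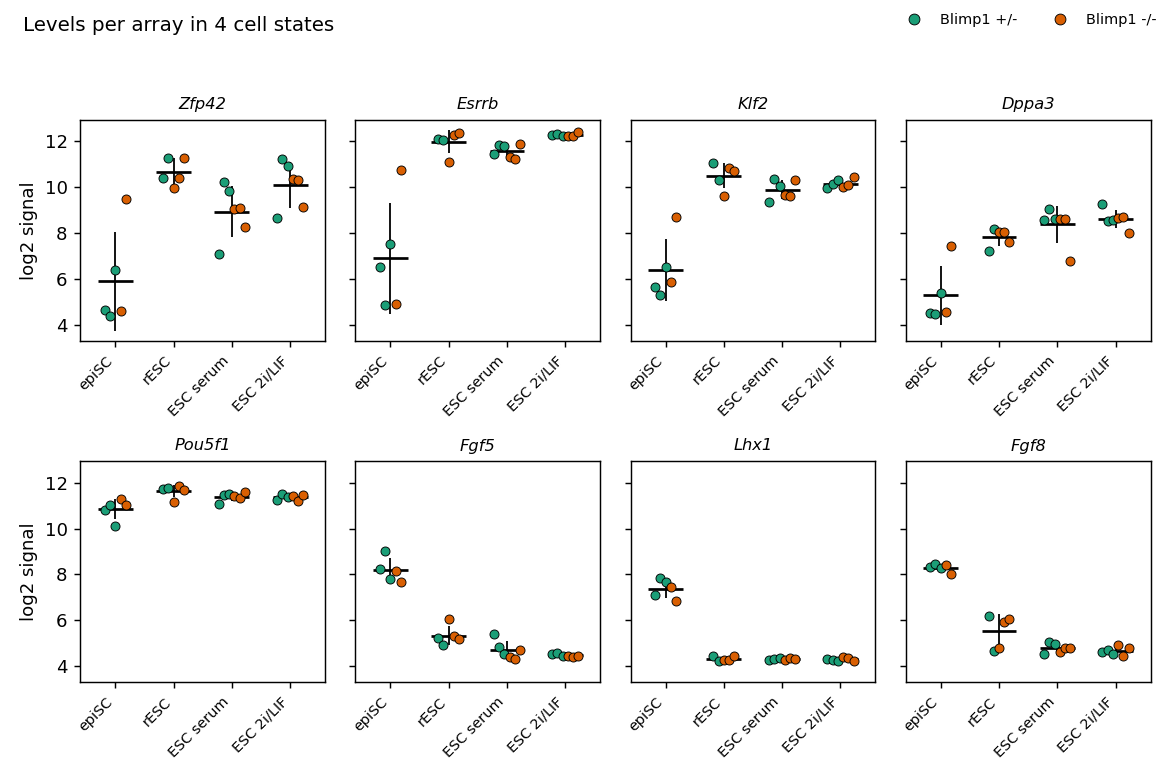
Log2 signal per array of Zfp42, Esrrb, Klf2, Dppa3, Pou5f1, Fgf5, Lhx1 and Fgf8 in epiSCs, rESCs, ESCs in serum and ESCs in 2i/LIF, with all arrays normalized together. Points are arrays (green, heterozygous, and orange, null), horizontal lines are means and vertical bars are SD. Zfp42 was at 9.46 in the BL6 epiSCs and at 4.38 to 6.36 in the other epiSC lines.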

Direct comparison between rESC and epiSC lines showed 3,868 differentially expressed genes (false discovery rate [FDR] adjusted p value < 0.01). ESCs cultured in 2i/LIF also formed a discrete cluster, suggesting a broad transcriptional change in this condition, consistent with observations in our laboratory (H.G.L. and M.A.S., unpublished observations). However, there was no detectable effect on cells with a loss of Blimp1 in any of the cell types we tested. 

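The 6 ESC lines were compared between the media. These differ in serum as well as in the inhibitors, so that the effects of the inhibitors and of serum cannot be told apart. In 2i/LIF, 4 of 6 WNT response genes were higher than in serum, and 5 of 9 FGF-ERK response genes and all 13 fibroblast genes were lower. Sp5, a direct target of WNT signalling (chromosome 2 from 70474923 to 70477726 of GRCm38), had a log2 level of 9.42 ± 0.40 in 2i/LIF and 4.64 ± 0.38 in serum (SD, n = 6 lines each), a log2 change of 4.79 (standard error 0.21, adjusted p = 1.5e-09 from limma). Both Sp5 and Notum were detected on 1 of 6 arrays in serum, so that the size of their change depends on signals near background. Notum rose by 3.77 and Axin2 by 2.07, both feedback inhibitors of the pathway. Cdx2 was at least 5.69-fold higher. Of the WNT response genes 1, Ccnd2, was lower (4 and 1 when adjusted over the list alone, camera adjusted p = 0.013, and adjusted p = 0.13 with an estimated correlation). Of 9 FGF-ERK response genes 0 were higher and 5 lower (1 and 6 when adjusted over the list alone, camera adjusted p = 0.013, and adjusted p = 0.29 with an estimated correlation). The phosphatase genes Dusp4 and Dusp6 fell by 3.11 and by 2.02, and the immediate-early gene Fos fell by 2.54.

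Of 19 naive ESC genes 5 were higher in 2i/LIF and 1, Fgf4, was lower (7 and 1 when adjusted over the list alone, camera adjusted p = 0.033, and adjusted p = 0.40 with an estimated correlation). Nr5a2 rose by 2.05, Gbx2 by 1.67 and Tfcp2l1 by 1.46. Fgf4 had a log2 change of -1.18 (adjusted p = 0.0045), and its call ended without the B12 array in 2i/LIF or the CHE4, JAG1 or JAG2 array in serum (adjusted p up to 0.012). The unadjusted p of the naive list from cameraPR was 0.013, and it was 0.0045 with the cell line as a block, 0.0096 without PUM3, 0.0076 without CHE4 and 0.0094 without B12 in serum. Of 12 core pluripotency genes 3 were higher and 2 lower, also when adjusted over the list alone. Nanog rose by 1.08 (adjusted p = 0.0019) and Utf1 fell by 1.81, while Pou5f1 had a log2 change of 0.0045 (adjusted p = 0.98). Of 13 primordial germ cell genes 3 were higher, such as the RNA-binding protein gene Dazl (2.28), and 2 were lower (4 and 3 when adjusted over the list alone). Of 6 DNA methylation genes 2 were higher and 2 lower (2 and 3 when adjusted over the list alone), with Uhrf1 at 0.84 and Tet1 at -1.25. Of 10 LIF-STAT3 response genes 3 were higher and 2 lower (4 and 2 when adjusted over the list alone), and Junb fell by 1.47. Of 8 epiblast and epiSC genes 1, Gsc, was higher (2.59) and 3 were lower, also when adjusted over the list alone, among them the Nodal antagonist gene Lefty1, which fell by 2.89. Of 9 imprinted genes 0 were higher and 5 lower, and Igf2 fell by 3.93 and Cdkn1c fell by 2.49 (7 lower when adjusted over the list alone, camera adjusted p = 8.3e-04, and adjusted p = 0.056 with an estimated correlation).

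All 13 fibroblast genes tested were lower in 2i/LIF, also when adjusted over the list alone (median log2 change -2.03, camera adjusted p = 1.6e-11, and adjusted p = 0.021 with an estimated correlation). Acta2, which encodes smooth muscle actin (chromosome 19 from 34240336 to 34255585), was at least 89.0-fold lower and the proteoglycan gene Bgn at least 42.2-fold lower. The median level of the fibroblast genes was 4.51 to 4.63 in the 6 lines in 2i/LIF, 5.54 to 5.93 in serum and 10.5 in MEFs. Of 8 primitive endoderm genes 0 were higher and 5 lower, and the collagen gene Col4a1 fell by 2.36 and Col4a2 was at least 3.72-fold lower (6 lower when adjusted over the list alone, camera adjusted p = 0.013, and adjusted p = 0.29 with an estimated correlation). Fibroblasts also express both collagen genes. The paper kept ESCs in serum with or without feeders, and whether the ESC cultures behind these arrays held any is not given in the sources used here.

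In limma, 4125 of 13274 probes passed, 2081 higher and 2044 lower in 2i/LIF, and they name 2918 genes. The median correlation between an array in 2i/LIF and one in serum was 0.952 (0.936 to 0.971, 36 pairs across genes), against 0.982 between arrays in 2i/LIF (15 pairs). The group in 2i/LIF joined that of rESCs and ESCs in serum at a height of 0.0471, and epiSCs joined both at 0.0675. With 1 probe per gene, 2670 probes passed, and with the cell line as a block 4446.

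**Figure D2:**
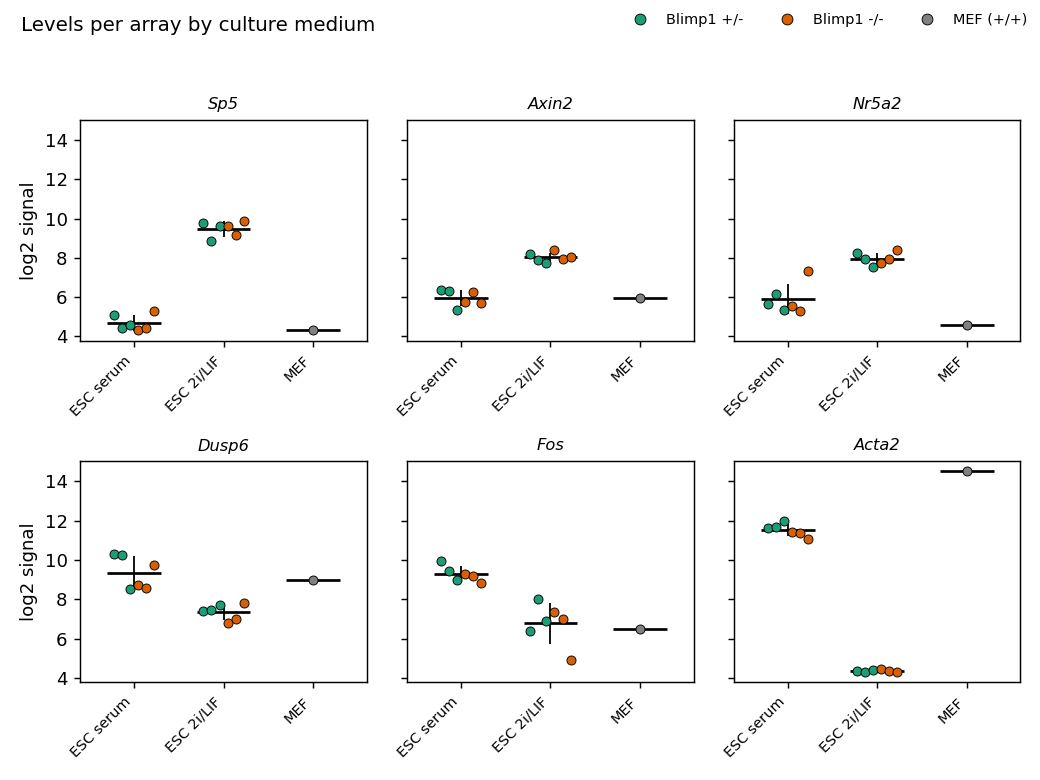
Log2 signal per array of Sp5, Axin2, Nr5a2, Dusp6, Fos and Acta2 in ESCs in serum, ESCs in 2i/LIF and MEFs (1 array), with all arrays normalized together. Points are arrays, horizontal lines are means and vertical bars are SD. Acta2 was at 4.30 to 4.47 in 2i/LIF, 11.05 to 11.99 in serum and 14.51 in MEFs.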

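Over the 4 cell states, no pluripotency or germ cell gene passed the test between null and heterozygous lines. Pou5f1 had a log2 level of 11.41 ± 0.24 in null arrays (SD, n = 11) and 11.25 ± 0.48 in heterozygous arrays (SD, n = 11), a log2 difference of 0.07 with the state taken into account (adjusted p = 0.92 from limma). That of Nanog was -0.31 (adjusted p = 0.77) and that of Prdm14 was 0.51 (adjusted p = 0.68). The genes with the smallest p were the proteasome activator gene Psme4 (0.43, adjusted p = 0.64), Ndfip2 (-0.50) and Erdr1 (0.94). Over 18 naive ESC genes the median difference was 0.19 (camera adjusted p = 0.67) and over 13 primordial germ cell genes -0.04 (mean 0.01, camera adjusted p = 0.81). The median of the naive ESC genes was 0.33 without the BL2 epiSCs, with an unadjusted p of 0.0077 from cameraPR. Of the 3 Hox and mesoderm genes tested 0 passed, with a median of 0.19 (camera adjusted p = 0.81), and 0 of 14 fibroblast genes, with a median of 0.15 (camera adjusted p = 0.67). None of these lists had a member past the threshold when adjusted over the list alone. The lowest camera adjusted p of any list was 0.10, for 5 trophectoderm genes.

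The test took the cell state as a covariate and the cell line as a random block, since 10 of the lines have arrays in 2 states, with a consensus correlation of 0.219. It called 0 of 13076 probes at an adjusted p of 0.01 in limma and 0 at 0.05, and 1003 had an unadjusted p under 0.05, where chance alone gives 654. The Blimp1 gene itself, Prdm1, is not analysed here.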

Pairwise comparisons between epiSCs showed a correlation of >0.96 between cells with and without Blimp1, with fewer than 400 genes differentially expressed in any single comparison (Figure S1E). Such small variations are routinely evident even between heterozygous epiSC lines, which are consistent with published data for wild-type epiSCs (Figure S1E; Han et al., 2011). Furthermore, comparisons between Blimp1-null ESCs (or rESCs) and control lines revealed no differentially expressed genes, in either standard or 2i/LIF culture conditions (FDR adjusted p value < 0.01 for each comparison). These results indicate that Blimp1-null pluripotent stem cells at this stage are highly similar if not identical with normal ESCs, notwithstanding their inability to contribute to the germline and some somatic tissues later in embryogenesis.

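Across all probes, the correlation between a null and a heterozygous epiSC line ran from 0.967 for BL6 and BL7 to 0.986 for BL2 and BL3 (6 pairs). It is a correlation across genes, which are not independent replicates. At a signal difference over 2-fold, 429 probes differed between BL2 and BL3, 547 between BL2 and BL4 and 964 between BL2 and BL7. Between BL6 and the same lines 1211, 1187 and 1571 differed. With BL6 left out before normalization, the lowest correlation was 0.976 and the highest number of probes 987. The BL6 epiSCs had a median level of naive ESC genes of 7.59, against 4.78 in BL2, 4.75 in BL3, 4.70 in BL4 and 6.36 in BL7. Klf2 had a log2 level of 7.21 ± 1.94 in the null lines (SD, n = 2) and 5.79 ± 0.61 in the heterozygous lines (SD, n = 3), and the difference did not pass the test (limma adjusted p = 0.39). Of 15 naive ESC genes 0 passed, also when adjusted over the list alone, with a median log2 difference of 1.05 (camera adjusted p = 0.16). This median was -0.21 without BL6, 2.26 without BL2 and 1.39 without BL7. The unadjusted p of this list from cameraPR was 0.017, and it was 1.4e-10 without BL2, 0.0089 without BL7, 3.7e-04 with all 22 pluripotent arrays fitted together and 7.7e-05 with the replicate number as a block.

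In limma, 58 of 14355 probes passed at an adjusted p of 0.01, all of them lower in the null lines, and they name 48 genes. At an unadjusted p under 0.05 there were 2309 probes, where chance alone gives 718. The probe of Sptssa, a subunit of serine palmitoyltransferase, fell by 2.36 (adjusted p = 0.0087), that of the importin gene Kpnb1 by 2.14 (adjusted p = 0.0085) and that of the chaperone gene Hsp90aa1 by 1.98 (adjusted p = 0.0085). The probe of the cohesin gene Smc3 was at least 2.44-fold lower (adjusted p = 0.0085). Of 39 other detected probes of 28 of these genes 20 were lower, with a median log2 difference of -0.0084 (SD 0.45). The epiblast regulator Eomes was detected on no null array, at least 1.37-fold lower, and did not pass over all probes (adjusted p = 0.013), and it was the 1 epiblast and epiSC gene of 18 that was lower when adjusted over the list alone. Eomes passed with a stricter filter and with all 22 pluripotent arrays fitted together (adjusted p down to 3.1e-04). The mean level of the 58 probes was 5.98 in BL2 and 5.80 in BL6, against 7.67 to 7.94 in the heterozygous epiSC lines, and it was 5.80 in the null BL2 rESCs, 6.05 in the null J2.3 rESCs and 7.22 in the null BL6 rESCs, against 7.45 and 8.00 in the heterozygous rESCs. It was also low, at 5.81, in the heterozygous ESC line PUM3 in serum.

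The calls ended, with 0 probes left, without any 1 of the 5 arrays (BL2, BL6, BL3, BL4 or BL7), on the authors' value table, with no filter on dim probes and with 1 probe per gene, and 7 probes, 0 of them shared, passed with all 22 pluripotent arrays fitted together (without BL2 or BL6, the lone null array is assumed to vary like the heterozygous ones). With a stricter filter 156 probes passed and with an intensity trend in the prior 246, while the counts of probes over 2-fold apart were up to 421 without background correction and up to 357 on the authors' value table.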

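Between heterozygous epiSC lines, genes of the naive network and sex-linked genes were among those whose levels differed. Zfp42 had a log2 level of 6.36 in BL7, 4.63 in BL3 and 4.38 in BL4, and Dppa5a had 11.72, 6.87 and 5.49. Xist, the RNA that coats the inactive X chromosome, was at 8.21 in BL7, 4.57 in BL3 and 5.95 in BL4, and the Y-linked gene Eif2s3y at 4.26, 7.84 and 7.29. These genes were named after their values were seen, and single arrays allow no test. The heterozygous lines BL3 and BL4 correlated at 0.986 and differed over 2-fold at 230 probes, 130 of them higher in BL3. BL3 and BL7 correlated at 0.984 with 447 probes over 2-fold apart, 364 of them higher in BL7, and BL4 and BL7 at 0.984 with 391, of which 310 were higher in BL7. The null lines BL2 and BL6 correlated at 0.981 with 521 probes over 2-fold apart. The median correlation of the 6 pairs of a null and a heterozygous line was 0.974 with all arrays normalized together.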

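In ESCs grown in serum, the gene with the smallest p between null and heterozygous lines was Fbp2, a gluconeogenic enzyme gene, at 6.82 ± 0.20 in null lines and 5.21 ± 0.22 in heterozygous lines (log2, SD, n = 3 each), and it did not pass the test (limma adjusted p = 0.22). The growth factor gene Gdf1 had a log2 difference of -1.33 (adjusted p = 0.77). Over 18 naive ESC genes the median difference was -0.03 (mean 0.13, camera adjusted p = 0.52), and 0 passed, also when adjusted over the list alone. Primitive endoderm genes had a median of -0.42 over 8 genes, with 0 past the threshold, also when adjusted over the list alone (camera adjusted p = 0.0015, and adjusted p = 0.77 with an estimated correlation). The 13 fibroblast genes had -0.27 in the same comparison, with 0 past the threshold, also when adjusted over the list alone (camera adjusted p = 0.017, and adjusted p = 0.77 with an estimated correlation). Their unadjusted p from cameraPR was 0.0021, and it was 0.26 without CHE4, 0.020 without JAG1 and 0.046 with all 22 pluripotent arrays fitted together.

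In 2i/LIF, the sialyltransferase gene St8sia5 was at 6.34 ± 0.05 in null lines and was detected on no heterozygous array, at least 2.58-fold higher (n = 3 each, limma adjusted p = 0.019). Fxyd6, a regulator of the sodium pump, had a log2 difference of 2.39 (adjusted p = 0.019) and the phospholipase gene Pla2g1b one of -1.72 (adjusted p = 0.029), none of them past 0.01. Over 19 naive ESC genes the median was -0.01 (camera adjusted p = 0.97). Over 5 trophectoderm genes it was 0.40 (camera adjusted p = 0.029, and adjusted p = 0.83 with an estimated correlation), with 0 past the threshold, also when adjusted over the list alone. From cameraPR the unadjusted p of these was 0.0016, and it was 0.015 without JAG2 and 0.0105 with no filter.

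limma called 0 of 13527 probes in serum, 0 of 13380 in 2i/LIF and 0 of 13961 in rESCs. At an unadjusted p under 0.05 there were 608, 733 and 673 probes, where chance alone gives 676, 669 and 698, and at an adjusted p under 0.05 there were 0, 4 and 0. With all 22 pluripotent arrays fitted together 1 probe passed in serum, 3 in 2i/LIF and 0 in rESCs, and without the heterozygous PAN1 array 1 passed in 2i/LIF. Data with the spread of these arrays were simulated, with changes of 1 and of 2 log2 units together. Changes of 2 log2 units were called for 87% of probes in serum, 98% in 2i/LIF and 67% in rESCs. Changes of 1 log2 unit were called for 8%, 28% and 0%.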

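The change of naive and germ cell genes between states was also compared between genotypes. From serum to 2i/LIF, the median over 19 naive ESC genes of the change in null lines minus that in heterozygous lines was -0.11 (camera adjusted p = 0.45), and over 14 primordial germ cell genes it was -0.07 (camera adjusted p = 0.50). Over 8 primitive endoderm genes it was 0.57 (camera adjusted p = 0.016, and adjusted p = 0.83 with an estimated correlation). From epiSCs to rESCs, the naive ESC genes had a median difference of -1.25 over 18 genes (camera adjusted p = 6.9e-06, and adjusted p = 0.49 with an estimated correlation), and it was -0.19 without the BL6 epiSCs (unadjusted p = 0.59 from cameraPR) and 0.10 without both these and the J2.3 rESCs, a choice made after the data were seen. Fibroblast genes had 0.37 over 17 genes (camera adjusted p = 0.017, and adjusted p = 0.59 with an estimated correlation). Their median was 0.03 without the BL6 epiSCs (unadjusted p = 0.31 from cameraPR), 0.10 without the J2.3 rESCs (0.84), 0.21 without the BL3 rESCs (0.14), 0.28 without the BL3 epiSCs (0.022) and -0.38 without both the BL6 epiSCs and the J2.3 rESCs (0.013), and with no filter on dim probes the p was 0.0103. Primordial germ cell genes had -0.57 over 14 genes (camera adjusted p = 0.0033, and adjusted p = 0.40 with an estimated correlation), and -0.25 without the BL6 epiSCs (unadjusted p = 0.056 from cameraPR) as well as without both arrays (0.073). In these lists 0 genes passed, also when adjusted over the list alone. limma called 0 of 15225 probes for the change between media (550 at an unadjusted p under 0.05, where chance gives 761) and 0 of 15926 for the change between epiSCs and rESCs (369, where chance gives 796). These fits took the arrays of a line as independent, although its arrays in both media share a profile, which can lower the count for the media. With the cell line as a random block 0 probes passed for either change, and 917 and 361 had an unadjusted p under 0.05. The block thus did not raise the count for the change between epiSCs and rESCs, and the source of that low count was not tested. Without the null ESC line B12 in serum, 1 probe passed for the change between media.

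Across genes, a null and a heterozygous ESC line in serum correlated at a median of 0.977 (9 pairs), null lines with each other at 0.979 and heterozygous lines with each other at 0.972 (3 pairs each). In 2i/LIF these medians were 0.982, 0.983 and 0.982. From the similar transcriptomes of null and control lines, the paper concludes that Blimp1-null pluripotent stem cells at this stage are highly similar, if not identical, to normal ESCs, although they fail later in the germline and some somatic tissues.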

Blimp1-null rESCs, like Blimp1-null ESCs, can contribute to chimeras (Figures 3A and 3B), which provides functional proof for complete reversion in the absence of Blimp1. Next we checked whether *Blimp1*^−/−^ rESCs contribute to the entire developing embryo by using the “tetraploid rescue” experimental approach (Nagy et al., 2003). We obtained comparable E8.5 embryos from both normal and *Blimp1*^−/−^ rESCs (Figures S2A and S2B), indicating their potential for extensive differentiation. Note that Blimp1 is important later for development of some somatic cells and this will influence differentiation of *Blimp1*^−/−^ cells in some tissues in chimeras (Robertson et al., 2007), which is in contrast to its role under consideration in this investigation concerning pluripotency and reprogramming.

Next we examined the E8.5 embryos generated from ESCs in tetraploid rescue experiments for the presence of PGC-like cells by staining for AP (Lawson et al., 1999). We found a striking difference in embryos generated from *Blimp1*^−/−^ rESCs in which we saw no AP-positive cluster at the base of the allantois (6/8), except for fewer than 6 AP-positive cells near the base of the allantois in 2 embryos, which did not seem to be migrating appropriately like authentic PGCs (Figures 3D and 3E). By contrast, we observed normal clusters of PGCs in control embryos (Figure 3C). We previously demonstrated that AP-positive cells in Blimp1 mutant embryos lack all the attributes of authentic PGCs; instead, they have some characteristics of neighboring somatic cells with the expression of certain *Hox* genes, absence of PGC markers, and lack of expression of key pluripotency genes such as *Sox2,* and they undergo apoptosis after a lack of proliferation (Ohinata et al., 2005). Similar results were obtained with an independently derived *Blimp1*^−/−^ rESC line of mixed genetic background (Figure 3F). These findings mirror the phenotype of similar AP-positive aberrant cells observed in *Blimp1*^−/−^ embryos, obtained by heterozygous crosses, at the same stage.

These results show that loss of Blimp1 does not prevent derivation of epiSCs or their reversion to rESCs. 

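Between null and heterozygous rESCs, 0 of 14 primordial germ cell genes passed the test, also when adjusted over the list alone, with a median log2 difference of -0.09 (camera adjusted p = 0.27). Dppa3 was at 8.16 ± 0.26 in null rESCs (SD, n = 3 lines) and 7.96 ± 0.69 in heterozygous rESCs (SD, n = 2 lines), with an adjusted p of 1.0 from limma. The smallest p belonged to Ubxn2a, with a log2 difference of -1.50 (adjusted p = 1.0). As a set, naive ESC genes were lower in null rESCs (median log2 difference -0.29 over 18 genes, camera adjusted p = 0.025, and adjusted p = 0.72 with an estimated correlation). Fibroblast genes were higher (median 0.53 over 16 genes, camera adjusted p = 0.0011, and adjusted p = 0.72 with an estimated correlation), and so were 4 trophectoderm genes (1.19, or 1.01 with undetected genes at their bound, camera adjusted p = 0.032, and adjusted p = 0.72 with an estimated correlation). In none of these lists did a gene pass, also when adjusted over the list alone. The J2.3 rESCs stood apart in these groups, with the keratin gene Krt8 at 11.19 against 8.49 to 9.36 in the other rESC lines and Acta2 at 12.43 against 10.51 to 11.43. J2.3 is not among the intercross lines of Fig. S1A, and the paper also derived null lines from ESCs injected into tetraploid hosts. The origin and genetic background of J2.3 are not given in the sources used here. They may thus differ along with the genotype. Without J2.3 the median of the naive ESC genes was 0.01 (unadjusted p = 0.20 from cameraPR), that of the fibroblast genes 0.13 (0.11) and that of the trophectoderm genes 0.37 (0.18). The p of the trophectoderm genes was also 0.01 or more without the BL7 rESCs (0.036), without background correction (0.0100), on the authors' value table (0.019), with no filter (0.062) and with a stricter filter (0.022). Without the heterozygous BL7 rESCs the naive ESC genes had -0.19 (0.029), and without the BL3 rESCs the fibroblast genes had 0.36 (0.018), each with the lone heterozygous array assumed to vary like the null ones. With all 22 pluripotent arrays fitted together the naive ESC genes had -0.29 (0.033). The null and heterozygous rESC lines correlated across genes at a median of 0.979 (6 pairs), the null lines with each other at 0.966 (3 pairs) and the heterozygous lines at 0.986 (1 pair).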

The combined data also show that *Blimp1*^−/−^ rESCs are similar to control rESCs by transcriptome analysis as they both contribute to adult chimeras, except that the mutant cells cannot undergo specification into PGCs and be transmitted through the germline; they may also not contribute to some somatic tissues where Blimp1 is required later in development as shown previously (Robertson et al., 2007). Because rESCs can be derived from Blimp1-null epiSCs, this provides evidence indicating that epigenetic reprogramming inherent to the reversion process does not involve obligatory dedifferentiation of PGCs, and importantly, unequivocally excludes an obligatory transition through Blimp1-positive PGC-like state.

### Conclusion

Blimp1 is obligatory for PGC specification but it does not appear to be required for the derivation or the maintenance of pluripotent ESCs or of *Blimp1*^−/−^ epiSCs. Importantly, *Blimp1*^−/−^ epiSCs can undergo appropriate epigenetic reprogramming and reversion to rESCs in response to LIF-STAT3 signaling. This is a very stringent test for whether or not Blimp1 is essential, since reversion entails X reactivation and DNA demethylation; this occurred in the presence of LIF-serum and did not require 2i culture conditions. Reprogramming of Blimp1-null epiSCs to *Blimp1*^−/−^ rESCs conclusively excludes their transition through a Blimp1-positive PGC-like state. Because PGC specification and establishment of the germline is impossible without Blimp1, it is reasonable to conclude that reversion of epiSCs to rESCs does not transit through an equivalent PGC-like state.

Blimp1 and Prdm14 together are critical for epigenetic reprogramming during specification of PGCs and early germ cells. Reprogramming in early germ cells shares some key features with the reversion of epiSCs to rESCs. However, our study shows that reprogramming of epiSCs to rESCs, and possibly of somatic cells to iPSCs, does not require Blimp1, although PRDM14 appears to be essential for the maintenance of human and potentially mouse ESCs but not the mouse epiSCs (Chia et al., 2010; A.G. and M.A.S., unpublished observation). By contrast, Blimp1 is not required for the derivation and maintenance of mouse ESCs or epiSCs. Indeed, Blimp1 is rapidly downregulated during reprogramming of normal PGCs to pluripotent embryonic germ cells (EGCs), suggesting that Blimp1 is critical for the maintenance of unipotent germ cells, but it may restrict reversion to a pluripotent state because EGCs are equivalent to ESCs (Durcova-Hills et al., 2008; Leitch et al., 2010). Thus, PGC specification from epiblasts and epiSCs on the one hand and reversion of epiSCs to rESCs on the other (Figure 4) serves as a good model to gain novel insights on diverse mechanisms underlying epigenetic reprogramming in different contexts.

## Experimental Procedures

### Embryos

Timed natural matings were used for all experiments, where noon of the day when the vaginal plugs of mated females were identified was scored as E0.5. MEFs were obtained from E13.5 fetuses from the MF1 strain. Animal studies were authorized by a UK Home Office Project License and carried out in a Home Office-designated facility.

### Derivation of Mouse ESCs from *Blimp1*^−/−^ Blastocysts

ESC lines were derived essentially as described previously (Nichols et al., 2009). For single-cell deposition experiments, single-cell suspensions from each trypsinized ICM were dispersed in one well of a 48-well plate containing HS-27 feeders (available from ATCC). 2i/LIF medium comprises N2B27 basal medium (Stem Cells Inc.) supplemented with 1 μM PD0325901, 3 μM CHIR99021 (Signaling Technologies, University of Dundee), and mouse LIF (10 μg/ml, University of Cambridge Department of Biochemistry).

### Production of E6.5 Epiblast in Tetraploid Host Blastocysts

Two-cell stage embryos (E1.5) from F1 (C57BL/6 × CBA) matings were collected by flushing oviducts; these were subjected to electrofusion to create tetraploid (4N) host blastocysts (Nagy et al., 2003). Typically 15–20 *Blimp1*^−/−^ ESCs were injected into tetraploid host blastocyts, which were transferred to E2.5 pseudopregnant recipients, and examined at E6.5.

### *Blimp1*^−/−^ EpiSC Derivation and Culture

EpiSCs were derived from E6.5 epiblasts by culturing on MEFs in N2B27 medium containing human activin A (20 ng/ml; Peprotech), bFGF (12 ng/ml; Invitrogen), and KSR (20%; Invitrogen) (Bao et al., 2009). The cells were passaged every 3 days as described previously. When the colonies increased in size, they were dissociated with collagenase IV (1 mg/ml; Invitrogen) until the establishment of epiSCs after about 10 passages.

### Reversion of Mouse *Blimp1*^−/−^ EpiSC to rESC Lines

*Blimp1*^−/−^ epiSCs (∼passage 20) were treated with collagenase for 8 min at room temperature and transferred to a dish with feeders and standard ESC medium (1,000 U/ml LIF, 20% FCS in DMEM/F12 medium). After 12 to 30 days, colonies of 100 to 200 μm diameter were detected, within which we detected clusters of cells with a different morphology. These cultures were dissociated by trypsin into single-cell suspension and passaged on feeders and standard ESC medium. ESC-like cell were detected several days later and established as mutant or control rESCs.

### Alkaline Phosphatase Staining

AP staining of epiSCs and rESCs was carried out according to manufacturer's instructions (Roche). In brief, the cells were fixed in 4% paraformaldehyde for 10 min and stained overnight at room temperature. AP staining of PGCs was performed as described previously (Lawson et al., 1999).

### Quantitative Real-Time PCR

Total RNA was extracted with the RNeasy Mini Kit (QIAGEN) with DNase treatment. 500 ng of total RNA were used for cDNA synthesis with Superscript III (Invitrogen) and random hexamer primers (Invitrogen). qRT-PCR reactions were set up with Sybr Green JumpStart Taq ReadyMix (Sigma) and 1 μM of forward and reverse gene-specific primers (see Table S3 for primer sequences). Amplification was performed with an ABI Prism 7000 Sequence Detection System (Applied Biosystems) at 95°C for 10 min, 40 cycles of 95°C for 15 s and 60°C for 1 min, followed by a melting curve. Mean threshold cycles were determined from two technical replicates by the comparative Ct method and expression levels were normalized to GAPDH.

### Microarray Analysis

Total RNA was prepared with the RNeasy Mini Kit (QIAGEN) with DNaseI treatment. Eluted RNA concentration was determined by spectrophotometry. After RNA quality control with the Bioanalyzer, the samples were processed and hybridized to Illumina Mouse WG-6 v2.0 Expression BeadChips by Cambridge Genomic Services, who also performed data quality control. Raw data were loaded into lumi (Du et al., 2008) and then divided into subsets to be analyzed. The data were transformed by variance stabilization (VST) (Lin et al., 2008) and normalized with quantile normalization. Comparisons were performed by limma (Smyth, 2004) and the results corrected by false discovery rate (FDR). Microarray data are presented as a correlation heatmap that depicts the correlation between samples.

### Immunostaining

Cells were briefly washed with PBS and fixed in 4% paraformaldehyde in PBS for 15 min at room temperature. Cells were permeabilized for 30 min with 1% BSA and 0.1% Triton X-100 in PBS. Antibody staining was carried out in the same buffer at 4°C overnight. The slides were subsequently washed three times in PBS, 1% BSA, and 0.1% Triton X-100 (5 min each wash), incubated with secondary antibody for 1 hr at room temperature in the dark, and washed once for 5 min in PBS, 1% BSA, and 0.1% Triton X-100 and twice for 5 min in PBS. The slides were then mounted in Vectashield with DAPI (Vector Laboratories) and imaged with a BioRad Radiance 2100 confocal microscope. Primary antibodies used were mouse monoclonal Oct4 (BD Biosciences, 1:200), rabbit polyclonal Nanog (Abcam, 1:200). All secondary antibodies used were Alexa Fluor highly crossed adsorbed (Molecular Probes).

### Detection of PGC-like Cells

We injected *Blimp1*^−/−^ rESCs derived from *Blimp1*^−/−^ epiSCs into tetraploid host blastocysts and transferred them to E2.5 recipients. E8.5 embryos were isolated and PGC-like cells were counted after AP staining. The reprogrammed rESCs derived from epiSCs with Oct4-ΔPE-GFP reporter were used as a control.

## Figures and Tables

**Figure 1:**
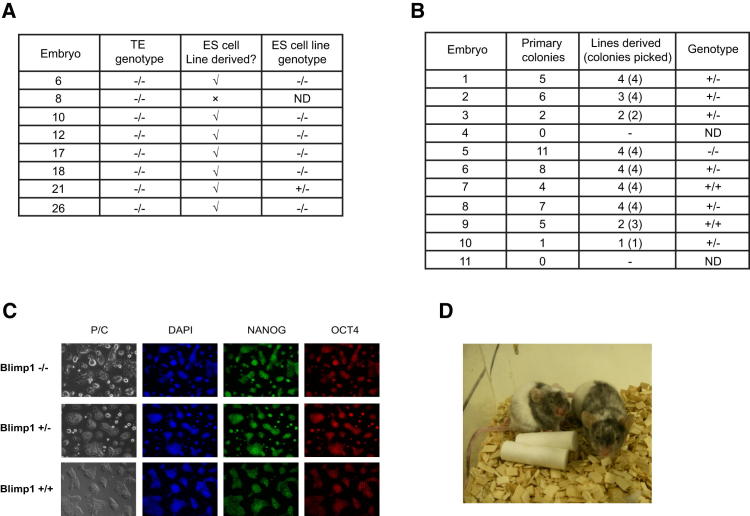
Derivation of *Blimp1*^−/−^ ESCs from Blastocysts (A) Summary of *Blimp1*^−/−^ ESC derivations from whole ICMs. (B) Summary of ESC derivations from trypsinized ICMs plated as single cells. (C) Oct4 and Nanog immunostaining of *Blimp1*^−/−^, *Blimp1*^+/−^, and *Blimp1*^+/+^ ESCs. (D) Chimeras generated with *Blimp1*^−/−^ ESCs (dark agouti) injected into albino C57BL/6 blastocysts. See also Tables S1 and S2.

**Figure 2:**
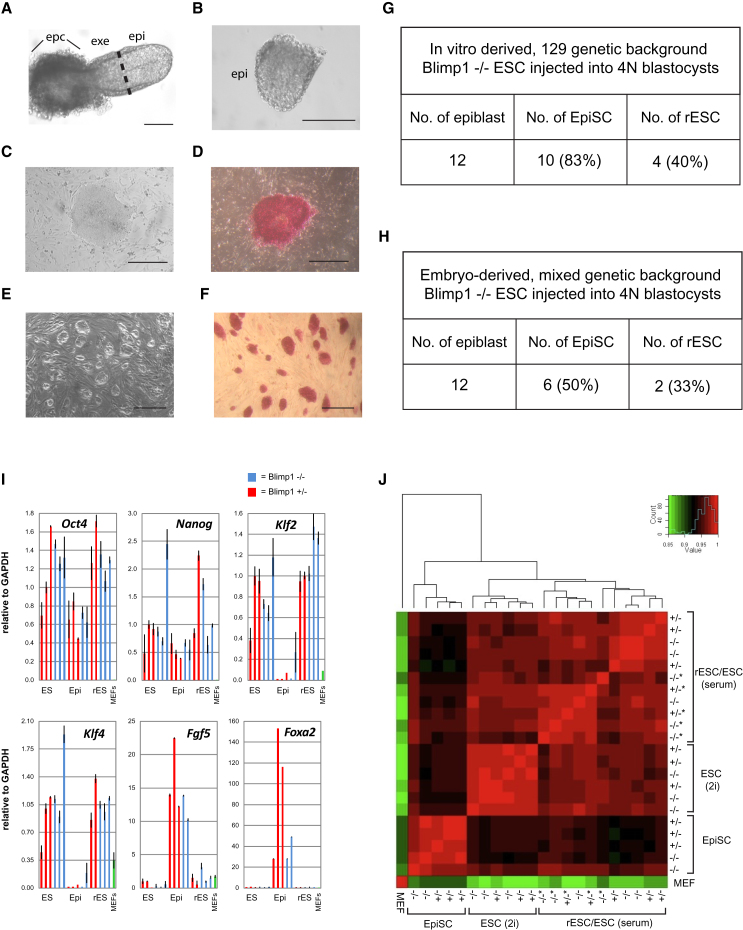
Reprogramming of *Blimp1*^−/−^ EpiSCs to rESCs and Expression Analysis of Blimp1-null Pluripotent Stem Cell Lines (A) Embryo at E6.5 generated from *Blimp1*^−/−^ ESCs after injection into 4N teraploid host blastocyst. Epiblast tissue was divested of the proximal region (black line). epi, epiblast; exe, extraembryonic ectoderm; epc, ectoplacental cone. (B) Dissected epiblast tissue. (C) Derivation of epiSCs from epiblast. (D) AP staining in epiSCs. (E) Derivation of rESCs from epiSCs. (F) Uniform AP staining of rESCs. Scale bars represent 200 μm. (G and H) Number of *Blimp1*^−/−^ rESCs from *Blimp1*^−/−^ epiSCs of 129 inbred genetic background (G) and mixed genetic background (H). (I) qRT-PCR analysis of *Blimp1*^−/−^ epiSCs, ESCs, and rESCs. rESCs and ESCs were cultured in FCS/LIF. Heterozygous cell lines and mouse embryonic fibroblasts (MEFs) were used as control. At least two, and usually three, biological replicates were analyzed for each cell type and genotype. Error bars denote the standard deviation of two technical replicates. (J) Correlation heatmap generated after microarray analysis of the cell lines analyzed in (I). The same *Blimp1*^−/−^ and *Blimp1*^+/−^ ESCs cultured in 2i/LIF were also included. Asterisk denotes rESC lines. See also Figure S1 and Table S3.

**Figure 3:**
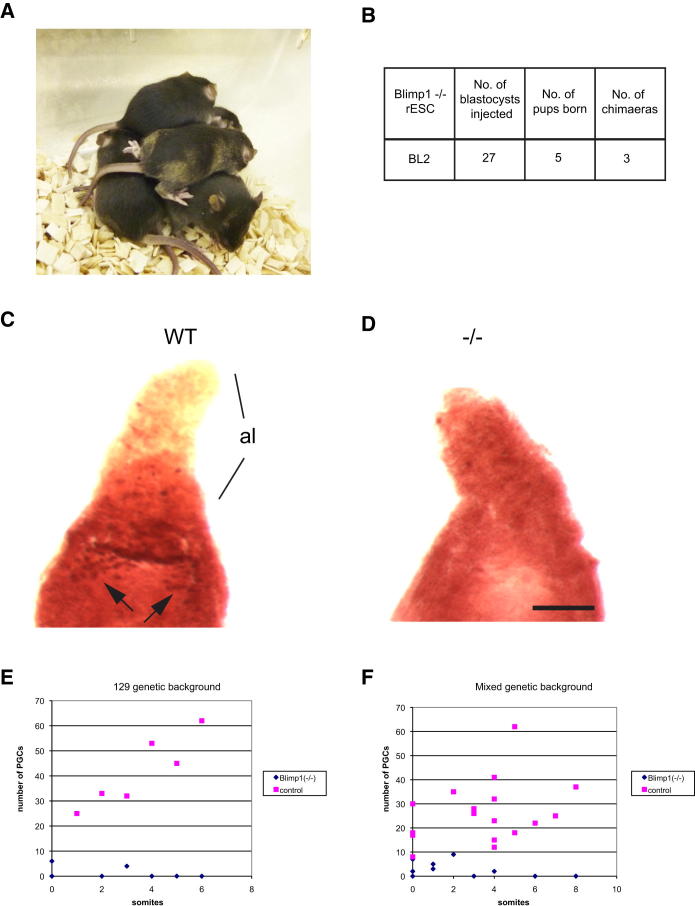
PGCs in Embryos Generated from *Blimp1*^−/−^ rESCs and control rESCs (A) Chimeras generated with *Blimp1*^−/−^ rESCs (dark agouti) injected into C57BL/6 (black) blastocysts. (B) Summary of blastocyst injections. (C and D) Comparison of PGCs detected by AP staining at E8.5 in WT control (C) embryos, versus *Blimp1*^−/−^ (D) embryos, revealed migrating PGCs in wild-type embryos (arrowheads) and only a few nonmigrating AP-positive cells in *Blimp1*^−/−^ embryos. al, allantois. Scale bar represents 200 μm. (E) Number of PGCs detected in control E8.5 embryos (n = 6) and *Blimp1*^−/−^ E8.5 embryos (n = 8) of 129 genetic background *Blimp1*^−/−^ rESCs. (F) PGCs from control E8.5 embryos (n = 17) and mutant rESC-derived E8.5 embryos (n = 12) of mixed genetic background. See also Figure S2.

**Figure 4:**
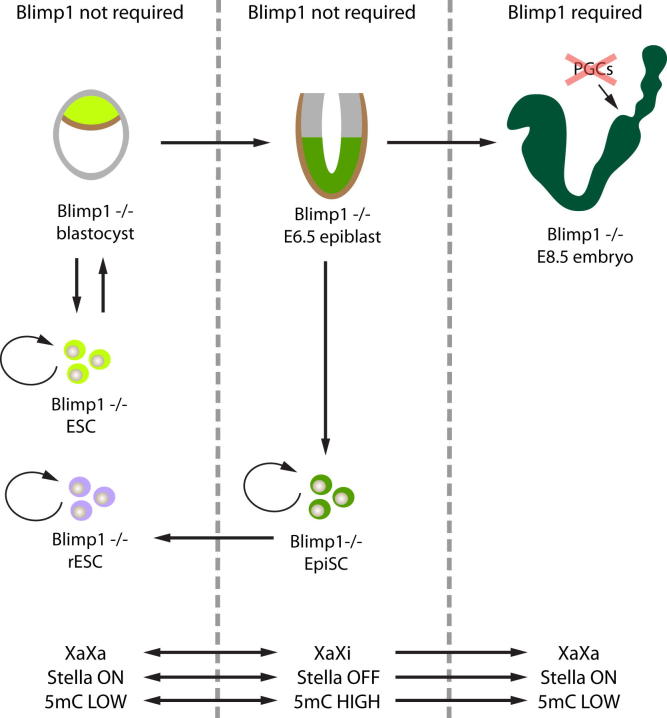
Representation of Blimp1 Requirement in Pluripotency, Reprogramming, and Germ Cells Blimp1 is not essential for the derivation and the maintenance of pluripotent ESCs or epiSCs. Reprogramming of epiSCs to rESCs, which is accompanied by epigenetic changes such as DNA demethylation and X reactivation that are also detected in the early germline, can also occur in the absence of Blimp1. By contrast, Blimp1 is critical for PGC specification and epigenetic reprogramming in early germ cells, which is mechanistically unrelated to the reprogramming of epiSCs to rESCs that does not entail an obligatory route through a PGC-like state.

## Accession Numbers

The microarray data are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/gds) under the accession number GSE35983.

## References

[bib1] Bao S., Tang F., Li X., Hayashi K., Gillich A., Lao K., Surani M.A. (2009). Epigenetic reversion of post-implantation epiblast to pluripotent embryonic stem cells. Nature.

[bib2] Brons I.G., Smithers L.E., Trotter M.W., Rugg-Gunn P., Sun B., Chuva de Sousa Lopes S.M., Howlett S.K., Clarkson A., Ahrlund-Richter L., Pedersen R.A., Vallier L. (2007). Derivation of pluripotent epiblast stem cells from mammalian embryos. Nature.

[bib3] Chia N.Y., Chan Y.S., Feng B., Lu X., Orlov Y.L., Moreau D., Kumar P., Yang L., Jiang J., Lau M.S. (2010). A genome-wide RNAi screen reveals determinants of human embryonic stem cell identity. Nature.

[bib4] Chu L.F., Surani M.A., Jaenisch R., Zwaka T.P. (2011). Blimp1 expression predicts embryonic stem cell development in vitro. Curr. Biol..

[bib5] Du P., Kibbe W.A., Lin S.M. (2008). lumi: a pipeline for processing Illumina microarray. Bioinformatics.

[bib6] Durcova-Hills G., Tang F., Doody G., Tooze R., Surani M.A. (2008). Reprogramming primordial germ cells into pluripotent stem cells. PLoS ONE.

[bib7] Greber B., Wu G., Bernemann C., Joo J.Y., Han D.W., Ko K., Tapia N., Sabour D., Sterneckert J., Tesar P., Schöler H.R. (2010). Conserved and divergent roles of FGF signaling in mouse epiblast stem cells and human embryonic stem cells. Cell Stem Cell.

[bib8] Hajkova P., Ancelin K., Waldmann T., Lacoste N., Lange U.C., Cesari F., Lee C., Almouzni G., Schneider R., Surani M.A. (2008). Chromatin dynamics during epigenetic reprogramming in the mouse germ line. Nature.

[bib9] Han D.W., Greber B., Wu G., Tapia N., Araúzo-Bravo M.J., Ko K., Bernemann C., Stehling M., Schöler H.R. (2011). Direct reprogramming of fibroblasts into epiblast stem cells. Nat. Cell Biol..

[bib10] Hanna J., Markoulaki S., Mitalipova M., Cheng A.W., Cassady J.P., Staerk J., Carey B.W., Lengner C.J., Foreman R., Love J. (2009). Metastable pluripotent states in NOD-mouse-derived ESCs. Cell Stem Cell.

[bib11] Hayashi K., Surani M.A. (2009). Self-renewing epiblast stem cells exhibit continual delineation of germ cells with epigenetic reprogramming in vitro. Development.

[bib12] Lawson K.A., Dunn N.R., Roelen B.A., Zeinstra L.M., Davis A.M., Wright C.V., Korving J.P., Hogan B.L. (1999). Bmp4 is required for the generation of primordial germ cells in the mouse embryo. Genes Dev..

[bib13] Leitch H.G., Blair K., Mansfield W., Ayetey H., Humphreys P., Nichols J., Surani M.A., Smith A. (2010). Embryonic germ cells from mice and rats exhibit properties consistent with a generic pluripotent ground state. Development.

[bib14] Lin S.M., Du P., Huber W., Kibbe W.A. (2008). Model-based variance-stabilizing transformation for Illumina microarray data. Nucleic Acids Res..

[bib15] Ma Z., Swigut T., Valouev A., Rada-Iglesias A., Wysocka J. (2011). Sequence-specific regulator Prdm14 safeguards mouse ESCs from entering extraembryonic endoderm fates. Nat. Struct. Mol. Biol..

[bib16] Nagamatsu G., Kosaka T., Kawasumi M., Kinoshita T., Takubo K., Akiyama H., Sudo T., Kobayashi T., Oya M., Suda T. (2011). A germ cell-specific gene, Prmt5, works in somatic cell reprogramming. J. Biol. Chem..

[bib17] Nagy A., Gertsenstein M., Vintersten K., Behringer R. (2003). Manipulating the Mouse Embryo: a Laboratory Manual.

[bib18] Nichols J., Smith A. (2011). The origin and identity of embryonic stem cells. Development.

[bib19] Nichols J., Silva J., Roode M., Smith A. (2009). Suppression of Erk signalling promotes ground state pluripotency in the mouse embryo. Development.

[bib20] Ohinata Y., Payer B., O'Carroll D., Ancelin K., Ono Y., Sano M., Barton S.C., Obukhanych T., Nussenzweig M., Tarakhovsky A. (2005). Blimp1 is a critical determinant of the germ cell lineage in mice. Nature.

[bib21] Robertson E.J., Charatsi I., Joyner C.J., Koonce C.H., Morgan M., Islam A., Paterson C., Lejsek E., Arnold S.J., Kallies A. (2007). Blimp1 regulates development of the posterior forelimb, caudal pharyngeal arches, heart and sensory vibrissae in mice. Development.

[bib22] Smyth G.K. (2004). Linear models and empirical Bayes methods for assessing differential expression in microarray experiments. Stat. Appl. Genet. Mol. Biol..

[bib23] Surani M.A., Hayashi K., Hajkova P. (2007). Genetic and epigenetic regulators of pluripotency. Cell.

[bib24] Tesar P.J., Chenoweth J.G., Brook F.A., Davies T.J., Evans E.P., Mack D.L., Gardner R.L., McKay R.D. (2007). New cell lines from mouse epiblast share defining features with human embryonic stem cells. Nature.

[bib25] Vincent S.D., Dunn N.R., Sciammas R., Shapiro-Shalef M., Davis M.M., Calame K., Bikoff E.K., Robertson E.J. (2005). The zinc finger transcriptional repressor *Blimp1/Prdm1* is dispensable for early axis formation but is required for specification of primordial germ cells in the mouse. Development.

[bib26] Yamaji M., Seki Y., Kurimoto K., Yabuta Y., Yuasa M., Shigeta M., Yamanaka K., Ohinata Y., Saitou M. (2008). Critical function of Prdm14 for the establishment of the germ cell lineage in mice. Nat. Genet..

[bib27] Yang J., van Oosten A.L., Theunissen T.W., Guo G., Silva J.C., Smith A. (2010). Stat3 activation is limiting for reprogramming to ground state pluripotency. Cell Stem Cell.

[bib28] Ying Q.L., Wray J., Nichols J., Batlle-Morera L., Doble B., Woodgett J., Cohen P., Smith A. (2008). The ground state of embryonic stem cell self-renewal. Nature.

[bib29] Zwaka T.P., Thomson J.A. (2005). A germ cell origin of embryonic stem cells?. Development.

# Supplementary material for: The Germ Cell Determinant Blimp1 Is Not Required for Derivation of Pluripotent Stem Cells
**Source:** Cell Stem Cell. 2012 Jul 6;11-20(1):110–7. doi: 10.1016/j.stem.2012.02.023
**Supplement:** Document S1. Figures S1 and S2 and Tables S1–S3

Cell Stem Cell, Volume 11

Supplemental Information

The Germ Cell Determinant Blimp1 Is Not Required for Derivation of Pluripotent Stem Cells

Siqin Bao, Harry G. Leitch, Astrid Gillich, Jennifer Nichols, Fuchou Tang, Shinseog Kim, Caroline Lee, Thomas Zwaka, Xihe Li, and M. Azim Surani

INVENTORY OF SUPPLEMENTAL INFORMATION

Figure S1 (related to Figure 2)

Figure S2 (related to Figure 3)

Table S1 (related to Figure 1)

Table S2 (related to Figure 1)

Table S3 (related to Figure 2)

A

Epiblast	EpiSC	Genotype	rESC
BL2	✓	-/-	✓
BL3	✓	+/-	✓
BL4	✓	+/-	ND
BL5	✓	+/-	ND
2BL1	✓	+/+	ND
2BL2	x	x	x
2BL3	x	x	x
2BL4	✓	+/-	ND
2BL5	✓	+/+	✓
2BL6	✓	-/-	✓
2BL7	✓	+/-	✓
2BL8	✓	+/-	ND

B

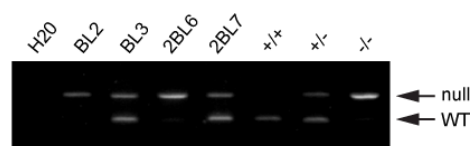

C

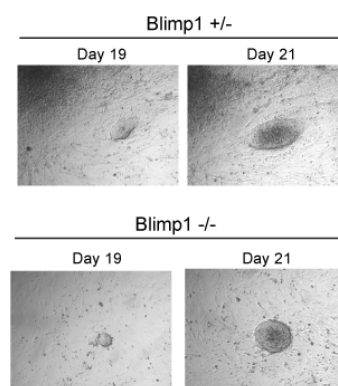

D

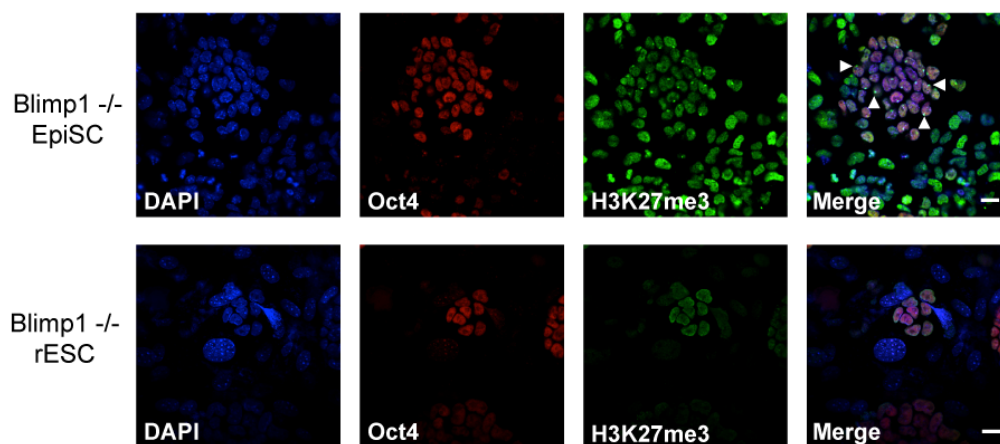

E

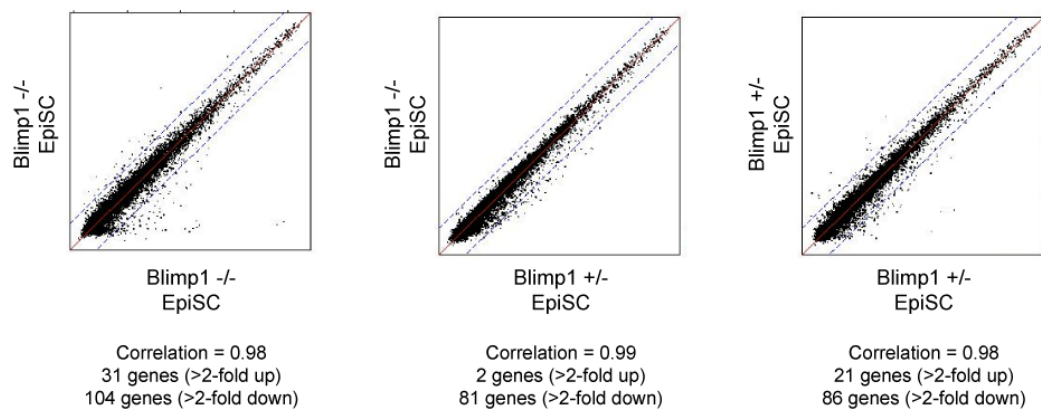

Figure S1. Characterisation of Blimp1 $-/-$ EpiSC and their reversion to rESC.

(A) Table of EpiSC derivation from E6.5 epiblasts obtained from Blimp1 heterozygous intercrosses. 2 null, 2 heterozygous and 1 wildtype EpiSC were successfully reverted to rESC. ND = not done. (B) Representative genotyping results for 4 of the lines shown in (A). WT= wildtype band. (C) Representative images of emerging rESC on day 19 and 21 of reversion. (D) Immunostaining of Blimp1 $-/-$ EpiSC and rESC for Oct4 and H3K27me3. H3K27me3 nuclear foci can be observed in Oct4-positive cells in EpiSC cultures (examples denoted by arrowheads) but not rESC derived from them. DNA counterstained with DAPI. Oct4-negative cells are feeders. Scale bars: 20 μ m. (E) Scatter plot analysis of microarray data comparing Blimp1 null and heterozygous epiSC lines.

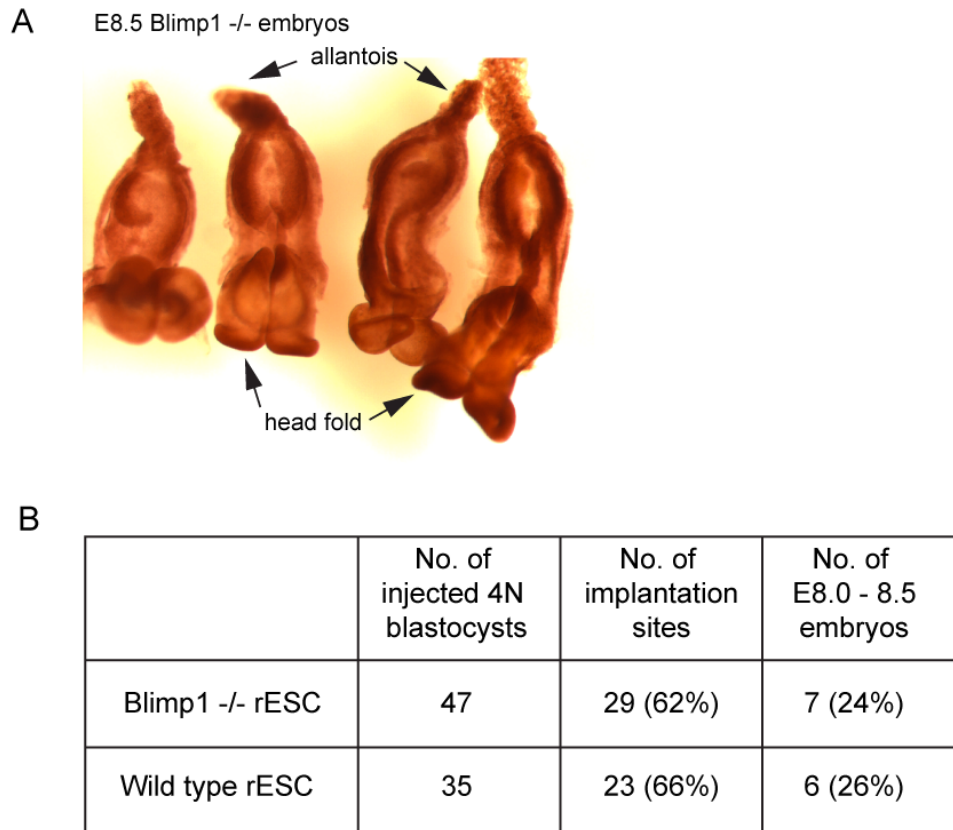

Figure S2. *Blimp1* null rESC can generate overtly normal E8.5 embryos in tetraploid rescue experiments. (A) E8.5 embryos obtained following injection of *Blimp1* null rESC into tetraploid blastocysts. Stained with alkaline phosphatase. (B) Summary of a tetraploid injection experiment comparing *Blimp1* null rESC with wildtype control rESC.

Table S1. Summary of an independent ES cell derivation experiment from a Blimp1+/- mating.

Embryo	ESC line (Yes/No)?	Blimp1 genotype
1	Yes	+/+
2	Yes	+/+
3	Yes	+/+
4	Yes	+/-
5	Yes	+/-
6	Yes	+/+
7	Yes	+/-
8	Yes	+/+
**9**	**Yes**	-/-
10	Yes	+/+

Table S2. Chimera generation from Blimp1-/- ESC

Blimp1 -/- ESC clone	No. blastocysts injected	No. born	No. chimaeras	Germline transmission?
1	25	8	6	No
2	23	5	4	No

Table S3. Sequences of qPCR primers

qPCR Primers		
Gapdh	CATGGCCTTCCGTGTTTCCT	GCGGCACGTCAGATCCA
Oct4 (Pou5f1)	TGGATCCTCGAACCTGGCTA	CCCTCCGCAGAACTCGTATG
Nanog	AATGCTGCTCCGCTCCATAA	TAAAATGCGCATGGCTTTCC
Klf2	TAAAGGCGCATCTGCGTACA	CGCACAAGTGCGACTGAAAG
Fgf5	AAACTCCATGCAAGTGCCAAAT	TCTCGGCCTGTCTTTTCAGTTC
Klf4	GCACACCTGCGAACTCACAC	GTTTGCGGTAGTGCCTGGTC
Foxa2	TCTCCGTGTCAGGAGCACAA	AGGCAGGTGCTCCCTTTAGC

How the deposited data were processed for this re-analysis (not part of the article)

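The text above uses 23 arrays of Illumina Mouse WG-6 v2.0 Expression BeadChips: 6 ESC lines (3 heterozygous and 3 null for Blimp1) in serum with LIF and in 2i/LIF, 5 epiSC lines (3 heterozygous and 2 null), 5 rESC lines (2 heterozygous and 3 null) and 1 MEF preparation. A further 2 columns of the deposited table, of epiSCs from the line J2.3, were not used in any step. The deposited signals are the mean bead intensity of each probe on each array, on a linear scale, as the authors obtained them, with no background subtraction and no normalization between arrays. A detection p-value is deposited with each intensity. It moves in steps of 1 in 936, so that it ranks a probe among the negative controls of its array. The authors' value table holds log2 values made with lumi, by a variance-stabilizing transformation and quantile normalization. Its columns share a median of 7.10, and their slope on the log2 of the deposited signal ran from 0.909 to 1.04. Of the probes in it, 98.4% had a detection p under 0.01 on at least 1 array. The scanner software and the versions of the authors' tools are not given in the sources used here.

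The deposited signals were corrected for background and quantile-normalized with the neqc function of limma 3.58.1 (R 4.3.3), which inferred the negative controls from the detection p-values and added an offset of 16. This was done over the arrays of each comparison, and over all 23 arrays for levels, correlations, clusters and plots. limma then fitted a linear model to each probe, with statmod 1.5.0 for the correlation within blocks. A probe was tested if its detection p was under 0.01 in at least as many arrays as the smaller group held. It was called at a Benjamini-Hochberg adjusted p under 0.01, the paper's threshold, and counts at 0.05 are given where fewer passed. Folds over 2 were counted between single arrays. rESCs were compared with epiSCs and with ESCs in serum, ESCs in 2i/LIF with ESCs in serum, and null with heterozygous lines in each state and over all states. The change from epiSCs to rESCs and from serum to 2i/LIF was compared between genotypes by an interaction term, without a block for the cell line, which was an alternative. Cell line entered as a random block in the comparison over all states. Correlations are Pearson's r over all probes, and clusters come from average linkage on 1 minus r.

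Probes were named from the platform's table, and the symbols were checked through the Entrez gene number, which was found for 17584 probes. Of the probes, 17604 carry 1 symbol, 8 carry several, 2870 carry none and 24799 are outside the authors' value table and were left unnamed. Of these, 0 had a detection p under 0.01 on any array, so that among the fits they entered only the alternative with no filter. They were part of the neqc normalization and of the correlations and clusters over all probes. The named probes cover 11494 genes. A gene is represented by its probe with the highest mean signal. The named genes follow a rule set before the data were examined, as were the comparisons, the lists and the alternatives except where stated. They are the genes the paper names, the 10 largest rises and 10 largest falls among called probes whose groups do not overlap, and up to 4 members of each list per comparison. Between null and heterozygous lines the 5 genes with the smallest p were added. Genes named outside this rule are said to have been named after their values were seen. Positions are RefSeq gene positions on GRCm38.

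The 18 gene lists were written from the paper and from textbook knowledge, and the number of members with a named probe is given in brackets. They are core pluripotency (12 of 13), naive ESC (19 of 22), epiblast and epiSC (19 of 22), primordial germ cell (15 of 18), Hox and mesoderm genes silenced in primordial germ cells (12 of 17), DNA methylation (7 of 10), FGF-ERK response (12 of 15), WNT response (10 of 14), LIF-STAT3 response (11 of 11), BMP and serum response (6 of 9), imprinted (14 of 20), Y-linked (3 of 4), X inactivation (4 of 6), 2-cell-like (4 of 6), fibroblast (24 of 25), primitive endoderm (12 of 17), trophectoderm (9 of 10) and neural (6 of 10) genes. Members not analysed here include Nr0b1, Zfp57 and Spp1 of the naive list, T and Sox3 of the epiblast list, Prdm1, Mael and Sycp3 of the germ cell list, and Hoxb3, Hoxd1, T and Mesp1 of the Hox list. Further ones are Dnmt3a, Tet2 and Tet3 (DNA methylation), Spry1, Spry2 and Fosl1 (FGF-ERK), T, Tcf7, Rnf43 and Znrf3 (WNT), Smad7, Bambi and Msx2 (BMP), and H19, Mirg, Snrpn, Plagl1, Zrsr1 and Sgce (imprinted). Also among them are Ddx3y (Y-linked), Jpx and Ftx (X inactivation), Zscan4d and Zscan4f (2-cell-like), Postn (fibroblast), Gata4, Afp, Ttr, Lamb1 and Cubn (primitive endoderm), Elf5 (trophectoderm), and Sox1, Pax6, Pax3 and Tubb3 (neural), and some other members are not reported here. Lists were tested with limma's camera function, at a preset correlation of 0.01 between genes and with an estimated one. Under the alternatives they were judged by an unadjusted p under 0.01 from limma's cameraPR function.

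The same steps were tested on simulated data, with 100 probes per comparison changed by 1 log2 unit and 100 others by 2, together. Noise was drawn separately for each probe. A change of 2 log2 units was called for 96% of its probes between rESCs and epiSCs and 99% between media. Between null and heterozygous epiSCs it was called for 99%. For a change of 1 log2 unit the shares were 66%, 79% and 31%. The larger changes can ease the adjusted threshold for the smaller ones, so that these shares hold for this mix only. At most 3 unchanged probes were called in any simulated comparison. Arrays of the same line in a pair of states were checked for a shared profile after the mean of each state was removed. Between 2i/LIF and serum the same line correlated across genes at a median r of 0.267 (0.125 to 0.426, 6 lines), against -0.0711 for other lines, and for 3 of 6 lines its own partner was the best. Between rESCs and epiSCs the median was 0.330 (-0.165 to 0.491, 4 lines), against -0.0480, with the own partner best for 3 of 4. The alternatives were no background correction, the authors' value table, no filter or a stricter filter on dim probes, 1 probe per gene, an intensity trend with a robust prior, an adjusted p of 0.05, genotype as a covariate, all 22 pluripotent arrays together, replicate blocks, Spearman's rho, detected probes only, all probes, and each array left out in turn. A variance-stabilizing transformation and the BeadChip as a block were also planned and were not run.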

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

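Of the tests weighed in this part, those of array-to-array differences and of other splits of the arrays were set before their results were seen, and the other 3 on the 58 probes and all 3 on the BL6 epiSCs were chosen afterwards.

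A value far from the others of its group, by Dixon's test at 95%, was found in 7 of 72 groups of arrays, and chance gives one in about 1 of 20 groups. Dppa3 was at 6.79 (log2) in B12 ESCs in serum, against 8.56 to 9.02 in the other lines in serum. The JAG1 ESCs in serum had 14113 probes detected, against 12781 to 13214. In BL6 epiSCs, Prdm14 was at 5.50, against 4.28 to 4.49 in the other epiSC lines, and Sox2 at 8.83, against 7.93 to 8.09. Among rESCs, Prdm14 was at 7.70 in BL7, against 6.19 to 6.43, and Pou5f1 was at 11.18 in J2.3, against 11.67 to 11.85. The median signal of the BL7 rESC array was 107, against 75.1 to 83.5. The naive ESC genes changed less from epiSCs to rESCs in null lines than in heterozygous lines, by a median of -1.25 in the test of the interaction itself (camera adjusted p = 6.9e-06, but adjusted p = 0.49 with an estimated correlation). Without the BL6 epiSCs this median was -0.19.

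Probes passed the threshold in 3 comparisons for which the paper reports no list of genes. These were 26 between rESCs and ESCs in serum, 58 between null and heterozygous epiSCs and 4125 between 2i/LIF and serum. Each of the 11 arrays moved the 26 by more than 1.5 times when left out, to between 3 (without BL3 rESCs) and 494 (without B12 ESCs). The 58 fell to 0 without any 1 of BL2, BL6, BL3, BL4 and BL7. Of 100 splits drawn of the same arrays, only the real one called as many as 26 in the first comparison (the highest other called 1). In the third, only the real one called as many as 4125 (highest other 4). For the 3108 between rESCs and epiSCs it was also 1 of 100 splits, the real one (highest other 1). Random splits of these arrays thus seldom call as many probes. Between rESCs and ESCs in serum, such splits cannot tell the cell state from other differences between the sets of lines. Other splits that part as many pairs of arrays of 1 line, but mix the states within each group, called at most 1 probe for rESCs and epiSCs (15 splits, 4 pairs) and 121 for the media (31 splits, 6 pairs).

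All of the 58 probes were lower in the null epiSCs, with a median log2 difference of -1.82. Loss of Blimp1 acting alike in every cell state is argued against, since the same probes had a median difference of 0.49 in ESCs in serum (-1.43 in rESCs and -0.39 in 2i/LIF). The positive sign in serum rests on the heterozygous line PUM3, where the mean of these probes was 5.81. It was 7.33 and 7.44 in the other heterozygous lines in serum and 7.20 to 7.46 in the null lines. Signal lost by single probes rather than by the RNA of the genes stays open and is what a test that could have gone the other way showed: 39 other detected probes of 28 of these genes had a median difference of -0.0084 (SD 0.45, 20 of them lower). Array-to-array differences in RNA quality, labelling or hybridization cannot be told apart from genotype with 2 null lines, as the mean of the 58 probes ranged over 1.63 among heterozygous ESCs in serum, 0.861 of the gap of 1.89 between the genotypes in epiSCs. Nor can the normalization, as the median was -1.08 without background correction and -0.97 on the authors' value table, at the least 0.537 of that reported, which neither removes nor keeps it; an effect of Blimp1 in epiSCs alone was not tested.

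In BL6 epiSCs 18 of 19 naive ESC genes were detected, against 8 to 15 in the other epiSC lines. An rESC sample labelled as epiSC is argued against, since the epiblast and epiSC genes had a median level of 7.69 in BL6, 2.60 above the highest rESC array and near the 7.72 to 8.33 of the other epiSCs. Loss of Blimp1 acting alike in both null lines is argued against by BL2, whose naive genes had a median difference of -0.10 from the heterozygous lines, where BL6 had 2.16. Cells like the BL6 rESCs mixed into the culture cannot be told apart from a state of the whole culture, as the share of rESC signal that 18 probes needed was 15.1% to 36.5% from the 25th to the 75th percentile (ratio 2.41, median 25.6%) and 6.69% to 48.9% from the 10th to the 90th (ratio 7.31), neither alike nor clearly apart. The extremes were 0.0782%, for a probe with no symbol, and 57.8%, for Apoc1, named after its value was seen, with 3.83% for Klf4. Some naive genes outside these 18 probes lay nearer to their level in BL6 rESCs. Fgf4 was at 6.64 in BL6 epiSCs and 6.70 in BL6 rESCs and Dppa3 at 7.45 and 7.60, while Klf4 was at 5.27 and 8.17. These genes were picked after their values were seen, from single arrays. A property of this line unrelated to Blimp1 was not tested. Nor was one shared with the heterozygous line BL7, which had the next most naive genes detected (15) and a similar form of name in Fig. S1A.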

How the results depend on the processing

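Leaving out both the BL6 epiSCs and the J2.3 rESCs, leaving out arrays in turn for the correlations and for the numbers over 2-fold, and the 4 lines with both states without the block were chosen after the data were seen. The variance-stabilizing transformation was not run, since it needs bead standard errors and the signals used here carry none, and the BeadChip as a block was not run, since the chip of each array is not given in the sources used here. The signal over background of an array (the 95th percentile of its signals over the median of its undetected probes) was 5.54 to 10.6. It limits what can be said of dim probes, for which the filter and the background correction matter most. The cause of the changes below was not tested.

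The count between rESCs and epiSCs stayed within 1.5 times of 3108 with 11 of 12 alternatives and was 5005 at an adjusted p under 0.05. It was 2365 to 3603 when 1 array was left out and 3990 without both arrays that stand apart. The count between media (4125) was 2670 with 1 probe per gene, where fewer probes are tested, and 3376 to 4800 with 1 array left out. With the cell line as a block the counts were 2532 (2735 without the block over the same 4 lines) and 4446. The 26 probes between rESCs and ESCs in serum became 5 with no filter, 412 with 22 arrays together, 663 at an adjusted p under 0.05, 9 with genotype as a covariate and 3 to 494 with 1 array left out. The 58 between null and heterozygous epiSCs became 0 on the authors' value table, 0 with no filter, 0 with 1 probe per gene, 156 with a stricter filter, 7 with 22 arrays together, 246 with an intensity trend, 515 at an adjusted p under 0.05 and 0 to 0 with 1 array left out. It was 44 without background correction, 33 of them shared. As a block, the replicate number gave 12 probes between rESCs and ESCs in serum and 0 between null and heterozygous epiSCs. Between genotypes the number pairs a null with a heterozygous line, in epiSCs BL2 with BL4 and BL6 with BL7. The paper mentions heterozygous littermates, but which lines share a litter is not given in the sources used here. Fig. S1A names no BL6 or BL7, and these were taken to be its 2BL6 and 2BL7. It lists BL2, BL3 and BL4 under names of the other form. With the mean of each state removed, the correlation within such pairs was -0.502 to 0.194, the highest for BL6 and BL7. The replicate number as a block left the counts of 0 between null and heterozygous ESCs in serum, ESCs in 2i/LIF and rESCs at 0. The change between media, compared between genotypes, had 0 probes with the cell line as a random block too, but 917 rather than 550 at an unadjusted p under 0.05, where chance gives 761.

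Between null and heterozygous ESCs, 22 arrays together gave 1 probe in serum and 3 in 2i/LIF, and an adjusted p under 0.05 gave 4 in 2i/LIF. With 1 array left out 0 to 1 passed in 2i/LIF (1 without PAN1) and 0 to 1 for the change between media (1 without B12 in serum). Counts in rESCs, over all states and for the change from epiSCs to rESCs were 0 with every alternative run. Where an array left out leaves 1 in its group, the lone array is assumed to vary like the other groups. The naive ESC genes in null against heterozygous rESCs (-0.29) had a median of -0.38 to 0.014 with 1 array left out, the last without J2.3. Their change from epiSCs to rESCs between genotypes (-1.25) was -2.51 to -0.19 with 1 array left out and 0.096 without both arrays that stand apart. That of the fibroblast genes (0.37) was 0.028 to 0.72 with 1 array left out and -0.38 without both arrays that stand apart, and that of the primordial germ cell genes (-0.57) was -0.98 to -0.25 and -0.25. The trophectoderm genes in null against heterozygous rESCs (1.19) had 0.37 without J2.3. The highest number of probes over 2-fold apart between a null and a heterozygous epiSC line (1571) was 421 without background correction, 357 on the authors' value table and 987 to 1623 with 1 array left out. The lowest correlation (0.967) was 0.942 over detected probes, 0.823 by Spearman's rho and 0.967 to 0.976 with 1 array left out. The median correlation of rESCs with ESCs in serum exceeded that with epiSCs by 0.0235, by 0.0334 on the authors' value table, by 0.0373 over detected probes and by 0.0218 to 0.0279 with 1 array left out. Over the named genes and all alternatives, 4162 values stayed on their side of the threshold, 313 fell short of it and 35 newly passed it. With a call in either fit, 0 reversed direction. A change of direction with no call in either fit was counted among those that stayed. For lists the counts were 601, 27, 11 and 3, in the same order.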

Differences from the paper's values

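The paper gives 3868 differentially expressed genes between rESCs and epiSCs, at the threshold used here, and its text does not name the subset of arrays behind this number. Counted as gene symbols, 2244 had a probe past the threshold here, and as probes 3108, which is within 1.5 times of the paper's value. Of the alternatives set before the data were examined, 22 arrays together (2584) and an adjusted p under 0.05 (3513) came within 1.5 times for gene symbols, and the other 8 did not (1832 to 2358).

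The paper states fewer than 400 genes in any comparison of an epiSC line with Blimp1 and one without, and its text gives no threshold for this. Here up to 1571 probes were over 2-fold apart. Of the alternatives set before the data were examined, no background correction (421) and the authors' value table (357) came within 1.5 times of the paper's bound, and the value table lies under it. All probes, detected or not, gave 1571. For single pairs, the null lines differed at 521 probes here, against the paper's about 140 in Fig. S1E, read by eye. No background correction gave 148 and the authors' value table 125, both within 1.5 times, and all probes 521. For a null and a heterozygous line, the figure does not name the lines, and the pair nearest to it was taken anew for each setting. It was BL3 and BL2 here, with 429, against the paper's about 83 in Fig. S1E, read by eye. No background correction gave 93 (the same pair) and the authors' value table 79 (BL4 and BL2, with 72 for BL3 and BL2), and all probes 429. For 2 heterozygous lines the nearest pair here was BL3 and BL4, with 230, against the paper's about 110 in Fig. S1E, read by eye, and with 230 over all probes. By the same settings as before, the nearest pair was BL3 and BL7, with 114 and 104, a pair with 447 here, while BL3 and BL4 had 30 and 26.

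The paper states that every correlation of epiSCs with and without Blimp1 was above 0.96. The lowest was 0.967 here, and it was 0.942 over detected probes and 0.823 by Spearman's rho. The paper reports no detectable effect of the loss of Blimp1 in the cell types it tested. In epiSCs 58 probes passed the threshold here, and 0 passed on the authors' value table, with no filter on dim probes, with 1 probe per gene, with the replicate number as a block and without any 1 array (BL2, BL6, BL3, BL4 or BL7). In ESCs in serum, in 2i/LIF and in rESCs 0 passed.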

Other observations

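The test of the background correction for the fibroblast genes and the splits of the arrays were set before their results were seen, and the test of a whole fibroblast profile was chosen afterwards.

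A gene of the 2-cell-like state was higher in rESCs than in epiSCs and lower in 2i/LIF than in serum. Zscan4c, a marker of ESCs that pass through a state like the 2-cell embryo, was at least 10.3-fold higher in rESCs than in epiSCs (adjusted p = 2.7e-04 from limma), and it fell by 3.44 in 2i/LIF (adjusted p = 6.8e-05). Its log2 level was 6.66 to 10.10 in rESCs, 6.47 to 9.73 in ESCs in serum, 4.36 to 5.43 in 2i/LIF and 4.29 to 5.15 in epiSCs. It was the 1 of 2 genes of its list that passed between rESCs and epiSCs, also when adjusted over the list alone, and the 1 gene tested between media. Of 5 Hox and mesoderm genes, Bmp4 rose by 2.66 in rESCs and 2 were lower, of which Hoxb2 fell by 1.43 (also 1 and 2 when adjusted over the list alone). Their median was 0.37 and their mean -0.14 (camera adjusted p = 0.98). Of 5 WNT response genes 0 were higher and 2 lower, Ccnd2, which fell by 1.78, and Nkd1, at least 1.60-fold lower (also 2 when adjusted over the list alone, camera adjusted p = 0.068). Of 10 primitive endoderm genes 3 were higher and 3 lower (4 and 3 when adjusted over the list alone, median -0.28, camera adjusted p = 0.98 in the upward direction). Gata6 fell by 0.99 and Sox17 was at least 1.34-fold lower. The call of Apoe, which rose by 1.59 (adjusted p = 0.0067), ended without any 1 array except the J2.3 rESCs and the BL6 epiSCs (adjusted p up to 0.020).

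Both neural genes tested were lower in rESCs, also when adjusted over the list alone (camera adjusted p = 0.073). Nes, an intermediate filament gene of neural progenitors, fell by 1.32 (adjusted p = 1.5e-04). The call of Map2 (adjusted p = 0.0091) ended without any 1 of the BL3, BL7, J2.3, BL2 and BL6 rESCs and the BL4 and BL2 epiSCs (adjusted p up to 0.022). None of 4 trophectoderm genes (camera adjusted p = 0.35), of 4 BMP and serum response genes (camera adjusted p = 0.89) or the 1 Y-linked gene, Eif2s3y (-0.23), passed in limma, also when adjusted over the list alone. Rlim, an activator of Xist and the 1 X inactivation gene tested, rose by 0.74 (adjusted p = 0.0059), a call that ended without any 1 array except the BL7 rESCs and the BL6 epiSCs (adjusted p up to 0.018). Rlim, named here after its value was seen, had -0.79 between 2i/LIF and serum (adjusted p = 0.0097). Between media, 2 of 5 trophectoderm genes were higher and 2 lower, also when adjusted over the list alone (median -0.23, mean 0.11, camera adjusted p = 0.75). Tfap2a rose by 2.75 in 2i/LIF and the keratin gene Krt18 was at least 4.94-fold lower. Of 4 Hox and mesoderm genes Cdx2 and Cdx1 were higher, also when adjusted over the list alone (camera adjusted p = 0.030, and adjusted p = 0.13 with an estimated correlation), both of them WNT targets too. Of 4 BMP and serum response genes Id1 was lower (-1.06), also when adjusted over the list alone, and its call ended without PUM3, CHE4 or JAG2 in 2i/LIF or PAN1, PUM3 or B12 in serum (adjusted p up to 0.012). No neural gene of 2 passed between media, also when adjusted over the list alone (camera adjusted p = 0.55).

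In J2.3 rESCs the keratin gene Krt18 was at 9.84, against 6.69 to 7.35 in the other rESC lines, Krt7 at 7.58, against 4.52 to 5.57, and the trophoblast regulator Gata2 at 7.42, against 5.19 to 5.27. These genes were named after their values were seen, and a single array allows no test. Between null and heterozygous ESCs in serum, Xist had a log2 difference of 1.07 and was the 1 gene of 2 of the X inactivation list that was higher when adjusted over the list alone, with 0 past the threshold over all probes in limma (adjusted p = 0.91).

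All 13 fibroblast genes tested were lower in 2i/LIF than in serum. Feeder fibroblasts with the profile of the MEF array, present in serum and absent in 2i/LIF, are argued against as the whole cause. The share of MEF signal that 44 probes needed in serum ran from 0.432% to 15.6% (10th to 90th percentile, ratio 36.1, median 3.49%). It was 0.153% for Ptn, 26.5% for Lyz1 and 12.9%, 4.83% and 4.28% for probes of Acta2. Probes of 1 gene thus differ too, so that not all of the spread need come from the profile. The background correction is argued against, since 13 of 13 were lower without it and on the authors' value table too, 1 times the count reported. These settings also use quantile normalization, which was therefore not tested. The paper kept ESCs in serum with or without feeders, and whether the ESC cultures behind these arrays held any is not given in the sources used here. Fibroblasts of another profile were not tested, nor were cells that differentiate in serum, and either may contribute as a hypothesis found on the same data.

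For null against heterozygous ESCs in serum, in 2i/LIF and for the change between media, the splits cannot decide. The 10 splits are too few for a share under 0.05, and every split reaches a real count of 0. The real splits called 0, 0 and 0 probes and the highest others 0, 1 and 0. Over all states the real split also called 0, which every split reaches, so that the share of splits could not have gone the other way. Of the other splits drawn, 3 called any probe, the median was 0, and the highest other called 35. It sets B12, JAG1, PUM3, BL2, BL6 and J2.3 against the other lines, which is the split by genotype with JAG2 and PUM3 exchanged. As the highest of many draws, this count allows no conclusion, and its source was not tested.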
